# Nitric Oxide Sensing in Plants Is Mediated by Proteolytic Control of Group VII ERF Transcription Factors

**DOI:** 10.1016/j.molcel.2013.12.020

**Published:** 2014-02-06

**Authors:** Daniel J. Gibbs, Nurulhikma Md Isa, Mahsa Movahedi, Jorge Lozano-Juste, Guillermina M. Mendiondo, Sophie Berckhan, Nora Marín-de la Rosa, Jorge Vicente Conde, Cristina Sousa Correia, Simon P. Pearce, George W. Bassel, Bulut Hamali, Prabhavathi Talloji, Daniel F.A. Tomé, Alberto Coego, Jim Beynon, David Alabadí, Andreas Bachmair, José León, Julie E. Gray, Frederica L. Theodoulou, Michael J. Holdsworth

## Abstract

Nitric oxide (NO) is an important signaling compound in prokaryotes and eukaryotes. In plants, NO regulates critical developmental transitions and stress responses. Here, we identify a mechanism for NO sensing that coordinates responses throughout development based on targeted degradation of plant-specific transcriptional regulators, the group VII ethylene response factors (ERFs). We show that the N-end rule pathway of targeted proteolysis targets these proteins for destruction in the presence of NO, and we establish them as critical regulators of diverse NO-regulated processes, including seed germination, stomatal closure, and hypocotyl elongation. Furthermore, we define the molecular mechanism for NO control of germination and crosstalk with abscisic acid (ABA) signaling through ERF-regulated expression of *ABSCISIC ACID INSENSITIVE5* (*ABI5*). Our work demonstrates how NO sensing is integrated across multiple physiological processes by direct modulation of transcription factor stability and identifies group VII ERFs as central hubs for the perception of gaseous signals in plants.

## Highlights

• We elucidate a general molecular mechanism for nitric oxide sensing in plants
• Group VII ERFs act as nitric oxide sensors via the N-end rule pathway
• Group VII ERFs are shown to mediate crosstalk between nitric oxide and abscisic acid
• The N-end rule regulates nitric oxide homeostasis through group VII ERFs

## Introduction

Nitric oxide (NO) is a small gaseous molecule that functions as an important developmental signal in prokaryotes and eukaryotes. In plants, NO regulates many different processes throughout development, including seed dormancy, postgerminative vegetative growth, flowering, stomatal aperture, leaf senescence, and response to pathogens (Mur et al., 2013). In mammals, endogenous production of NO occurs predominantly through the activity of nitric oxide synthase (NOS) isoforms. However, plant genomes do not contain NOS homologs, and despite its importance as a signaling molecule, the origins of NO in plant cells are poorly understood (Gupta et al., 2011a). The majority of NO synthesized in plants is thought to be derived from two unrelated enzyme-based pathways, one involving two functionally redundant nitrate reductases (NIAs) and the other requiring the undefined action of nitric oxide-associated protein 1 (AtNOA-1). Due to the highly reactive nature of NO, it has been proposed that it is unlikely to interact with a single defined receptor (Besson-Bard et al., 2008). Although NO-dependent protein modifications, such as *S*-nitrosylation, Y nitration, and metal nitrosylation, have been identified for specific regulatory proteins (Gupta et al., 2011b; Kovacs and Lindermayr, 2013; Lozano-Juste et al., 2011), no general mechanism that coordinates NO sensing across multiple developmental processes has been identified previously in plants.

The N-end rule pathway of targeted proteolysis relates the stability of a protein to the nature of its N-terminal (Nt) residue (Varshavsky, 2011). This pathway is highly conserved in eukaryotes and plays a key role in the regulation of many growth and developmental processes, including apoptosis, cardiovascular development, DNA replication, and response to abiotic stresses (Sriram et al., 2011). There are two characterized branches of the N-end rule pathway: the Ac/N-end rule pathway, which targets proteins with N-terminally acetylated (Ac) residues, and the Arg/N-end rule, which recognizes specific unacetylated Nt residues (Sriram et al., 2011). Eukaryotic proteins are synthesized with methionine (Met) at the N terminus, but new N termini can be generated via the action of endopeptidases or by cotranslational cleavage of Nt-Met by methionine aminopeptidases (MAPs). Newly exposed Nt residues may be stabilizing or destabilizing; proteins containing destabilizing residues (N-degrons) are ubiquitinated by specific E3 ligases (N-recognins) and targeted for proteosomal degradation. N-degrons can also be created through enzymatic or chemical modification of the N-terminal amino acid (Figure 1A). For example, in the cysteine (Cys) subdivision of the Arg/N-end rule pathway (Cys-Arg/N-end rule), exposed N-terminal Cys residues are susceptible to oxidation, which permits subsequent arginylation by Arg-tRNA protein transferases (ATEs; Figure 1A), followed by ubiquitination by N-recognins that recognize the Arg destabilizing residue.

In *Arabidopsis thaliana*, PROTEOLYSIS6 (PRT6) is the N-recognin for the Arg/N-end rule pathway, and there are two ATE isoforms (ATE1 and ATE2) (Garzón et al., 2007; Graciet et al., 2009; Holman et al., 2009). The Arg/N-end rule pathway has several known functions in *Arabidopsis*, including the regulation of seed germination and subsequent seedling establishment through oil body breakdown, control of leaf and shoot development, and leaf senescence (Graciet et al., 2009; Holman et al., 2009; Yoshida et al., 2002). Recently, the Cys subdivision of the Arg/N-end rule pathway was shown to regulate oxygen sensing in plants by controlling the stability of the plant-specific group VII ERF transcription factors, which represent the first known physiological substrates of the plant N-end rule pathway (Gibbs et al., 2011; Licausi et al., 2011). Group VII ERFs are characterized by a conserved N-terminal domain initiating with the residues Met-Cys (MC), and in *Arabidopsis* there are five family members: HYPOXIA RESPONSIVE ERF 1 (HRE1), HRE2, RELATED TO AP 2.12 (RAP2.12), RAP2.2, and RAP2.3 (Nakano et al., 2006). These proteins are destabilized in the presence of oxygen, via oxidation of Cys2 following constitutive removal of Nt-Met by MAP activity (Figure 1A), but accumulate under low oxygen conditions and thus act as homeostatic sensors of hypoxia in plants (Gibbs et al., 2011; Licausi et al., 2011). In mice, destabilization of several MC-initiating REGULATOR OF G-PROTEIN SIGNALING (RGS) protein substrates involved in the regulation of cardiovascular development was shown to require NO in addition to oxygen in order to convert Nt-Cys to Cys sulfonic acid (Cys-SO_3_H) and permit arginylation by ATE (Hu et al., 2005; Jaba et al., 2013). This indicates that substrates of the Cys-Arg/N-end rule have the capacity to act as NO sensors.

In this study, we identify a unifying mechanism for NO sensing in plants based on targeted proteolysis of plant-specific transcriptional regulators. We show that group VII ERF transcription factors are sensors of NO via the N-end rule pathway and that this sensing coordinately regulates NO-mediated processes during growth and development. We show that reducing NO levels genetically by removing nitrate reductase activity restores constitutive stability of the group VII ERFs, suggesting that a single mechanism of NO synthesis may predominate in plant NO signaling. For one NO-regulated process, seed germination, we completely define the molecular mechanism from signal sensing by group VII ERFs through to the regulation of a key downstream transcription factor, ABSCISIC ACID INSENSITIVE 5 (ABI5); in doing so, we also uncover a mechanism of hormonal crosstalk between NO and ABA.

## Results

### Group VII ERF Transcription Factors Function as Nitric Oxide Sensors via the N-End Rule Pathway in Plants

To investigate a potential role for the Cys-Arg/N-end rule in NO sensing in plants, we first analyzed the in vivo stability of artificial N-end rule substrate reporters. These consisted of Cys N-degrons fused to β-glucuronidase (MC-GUS or UBI-C-GUS, which are modified GUS proteins bearing a Met-Cys N terminus or an N-terminal Ubiquitin-Cys fusion, respectively; see Figure S1 available online for further details), or the equivalent proteins with Cys substituted with the stabilizing residues Ala or Met (MA-GUS or UBI-M-GUS) (Figures 1 and S1). Treatment of WT (Col-0) seedlings with the cell-permeant NO scavenger 2-(4-carboxyphenyl)-4,4,5,5-tetramethylimidazoline-1-oxyl-3-oxide (cPTIO) stabilized GUS derived from MC or UBI-C proteins, an effect that was reversed when the NO donors S-nitroso-N-acetyl-DL-penicillamine (SNAP) or sodium nitroprusside (SNP) were also present. However, cPTIO did not enhance MA-GUS or UBI-M-GUS levels (Figures 1B, 1C, and S2). Stability was not influenced by cPTIO or NO donors in either *prt6* or *ate1ate2*, mutants which lack Arg/N-end rule components, and reporter transcript levels were unaffected by all treatments (Figures 1B and S2). Similar effects of cPTIO on protein stability were obtained in transgenic barley expressing M(C/A)GGAIL-GUS (containing WT or mutated N termini of barley group VII ERFs), indicating that this mechanism is conserved across flowering plants (Figure 1D).

Next, we tested the effect of NO on the stability of two representative physiological N-end rule substrates, the MC-initiating group VII ERFs RAP2.3 and HRE2, which are stabilized under hypoxia (Gibbs et al., 2011). MC-RAP2.3-HA and MC-HRE2-HA accumulated in WT seedlings treated with cPTIO (Figures 2A and S2). Mutant MA-initiating versions of each protein in WT were constitutively stable regardless of NO availability, as was MC-HRE2-HA in the *prt6* background. To confirm the requirement for NO in group VII ERF degradation, we crossed *35S:MC-HRE2-HA* into the nitrate reductase (NR)-deficient mutant *nia1nia2*, which has highly reduced NO levels (Desikan et al., 2002; Lozano-Juste and León, 2010; Rockel et al., 2002). Protein stability was markedly enhanced in this background and reduced in the presence of SNAP (Figure 2B). These experiments suggest that group VII ERFs function as sensors for NO in plants and indicate a major role for NR-derived NO in the destabilization of Nt-Cys N-end rule substrates.

### Group VII ERFs Act as Hubs for the Perception and Transduction of Both Oxygen and Nitric Oxide Signals

Since group VII ERFs had previously been shown to accumulate under hypoxia, we next examined the relative contributions of both oxygen and NO to the degradation of Nt-Cys-initiating N-end rule substrates. MC-RAP2.3-HA and MC-HRE2-HA were stabilized when seedlings were grown under hypoxia, and cPTIO prevented their degradation following subsequent transfer to normoxia (Figure 2C). Furthermore, for the UBI-C-GUS construct, while GUS activity was increased under hypoxia, no effect on activity was observed when cPTIO or SNAP was supplied since, in this case, the C-GUS is already stabilized by lack of oxygen (Figure 1C). Therefore, these data indicate a requirement for both NO and oxygen for Nt-Cys oxidation and protein destabilization in plants and suggest that the group VII ERFs may act as hubs for the perception of both gases. In light of this, we examined the relationships between genome expression controlled by NO, hypoxia, and the N-end rule pathway. As the NO scavenging effect of cPTIO is transitory, we analyzed the influence of mutants with reduced NO levels (Lozano-Juste and León, 2010). 

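Seedlings of the wild-type accession Col-0 were compared with seedlings of 3 mutants with reduced NO. The nia1nia2 mutant carries mutations in the genes of both nitrate reductases, noa1-2 carries a mutation in NITRIC OXIDE ASSOCIATED1, whose product is a GTPase of the plastid, and nia1nia2noa1-2 combines them. RNA was prepared from seedlings aged 15 days, grown with 16 h of light and 8 h of dark and harvested 5 h after dawn. Each genotype was represented by 3 biological replicates, and each RNA was hybridized to its own Affymetrix ATH1 array, which made 12 arrays. The replicates are numbered 1 to 3, except in nia1nia2, where they are numbered 2 to 4. Arrays of prt6, of ate1ate2 and of Col-0 under hypoxia were not analysed here.
The methods state that the raw files were background corrected and normalized by the RMA procedure with a custom chip definition file. The deposited values are intensities on a linear scale, 1 per probe set and array, and carry Affymetrix probe-set names, so the definition file behind them is not given in the sources used here. Log2 was taken before any test. The median intensity per array lay between 75.6 and 86.2, and the number of arrays limits the precision. Of 22810 probe sets, 13513 are listed with 1 gene in the table of probe-set genes used here, 503 with several genes, and 8730, apart from 64 control probe sets, with none. NIA1, NIA2, NOA1, ADH1 and the group VII ERFs are not named in that table, so the mutated genes could not be used to check the labels. A gene with several probe sets was represented by the one with the highest mean, which gave 13355 genes, and the 7034 genes with a mean of at least 6 (log2) in at least 1 genotype were tested in 1 limma fit over all arrays.
The nia1nia2 arrays differed more from each other than the arrays of the other genotypes did. The median SD of a gene over 3 replicates was 0.26 (log2) in nia1nia2, 0.12 in Col-0, 0.12 in nia1nia2noa1-2 and 0.11 in noa1-2. The mean correlation of an array with the others of its genotype was 0.978 to 0.983 in nia1nia2 and at least 0.994 in the other genotypes. Because the fit shares 1 estimate of each gene's spread, the wider spread of nia1nia2 enters every comparison. By the median SDs, the shared standard error is too small where nia1nia2 is compared with another genotype. It is too large for comparisons without nia1nia2. When limma was run on the 6 arrays compared, 786 genes were raised in nia1nia2, against 1152 in the fit of all arrays. In nia1nia2noa1-2, 1227 were raised, against 748.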

We compared transcriptome data from seedlings of Arg/N-end rule pathway mutants (*prt6* and *ate1ate2*) (Gibbs et al., 2011), NO-deficient mutants (*noa1-2*, *nia1nia2*, and *noa1-2nia1nia2*), and WT under hypoxia (Gibbs et al., 2011). 

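Genes of flavonoid synthesis, UDP-glucosyltransferases and mitochondrial stress genes were among those raised in both nia1nia2noa1-2 and nia1nia2. DFR, the dihydroflavonol 4-reductase of anthocyanin synthesis, was 5.27-fold higher than in Col-0 in nia1nia2noa1-2 (standard error 0.36 on the log2 scale, adjusted p = 0.00057 from limma, n = 3 arrays per genotype) and 9.28-fold higher in nia1nia2 (log2 fold change 3.21, standard error 0.36, adjusted p = 2.7e-05 from limma). The glucosyltransferase gene UGT73B4 rose by 2.02 and 2.65 on the log2 scale (standard error 0.30 for each). AT2G21640, a gene induced by mitochondrial and oxidative stress, rose in every NO-deficient mutant, by 2.49 in nia1nia2noa1-2, 2.37 in nia1nia2 and 2.49 in noa1-2 (standard error 0.16 for each). The plastid gene rbcL, which encodes the large subunit of Rubisco, also rose in all 3 mutants, by 1.88, 1.83 and 2.16 (standard error 0.22 for each). STZ, a zinc finger protein of stress responses, rose 3.25-fold, 3.43-fold and 2.64-fold (standard error 0.38 on the log2 scale for each). UGT73B4 and AT2G21640 had Col-0 means under 6, the study's transition between noise and signal, so the size of their rise is not exact.
Of the genes tested, 200 were raised at least 2-fold in nia1nia2noa1-2 at an adjusted p under 0.05, 334 in nia1nia2 and 57 in noa1-2. The lists of nia1nia2noa1-2 and nia1nia2 shared 158 genes, where independent lists of these sizes would share 9.50 (exact one-sided hypergeometric test, p = 1.46e-185 and 4.39e-185 after adjustment over 3 overlaps). In addition to AT2G21640, rbcL and STZ, the 20 genes shared by nia1nia2noa1-2 and noa1-2 included AT2G04050, a MATE-family transporter, and the genes rpoB, rpoC1 and rpoC2 of the plastid RNA polymerase (1.62 expected, p = 2.22e-17, adjusted p = 3.33e-17 from the exact hypergeometric test). The lists of nia1nia2 and noa1-2 shared 11 genes, among them the pectin methylesterase gene ATPMEPCRB (2.71 expected, p = 6.06e-05, adjusted p = 6.06e-05 from the exact hypergeometric test).
The nia1nia2noa1-2 mutant carries the mutations of nia1nia2 and of noa1-2, so its lists need not be independent of theirs. The p-values of its overlaps therefore reject a case that the genotypes already made unlikely. Only nia1nia2 and noa1-2 have no mutation in common. All 3 comparisons use the same Col-0 arrays. Unchanged groups simulated against those arrays in 100 draws shared 0 genes, but groups without change pass the 2-fold minimum and the test too rarely for that number to say how many genes shared controls can add. Across the genes tested, the covariance of the log2 fold changes was 0.276 for nia1nia2noa1-2 and nia1nia2, 0.0719 for nia1nia2noa1-2 and noa1-2 and 0.0369 for nia1nia2 and noa1-2, beside 0.0140 in the simulation. The correlations were 0.835, 0.408 and 0.161, beside 0.50 in the simulation, and genes are not independent replicates. Unchanged groups of equal size that share their controls correlate at about 0.50 by construction. A correlation under 0.50 therefore does not mean that less is shared than the controls add, and the covariances are the values to compare. The 3 control arrays are too few to be divided between the comparisons, so part of the excess may come from the shared controls. The overlap of nia1nia2 and noa1-2 fell to 5 genes without noa1-2 replicate 2, and to 7 or fewer without noa1-2 replicates 1 or 3 or without Col-0 replicates 1 or 2.

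**Figure D1:**
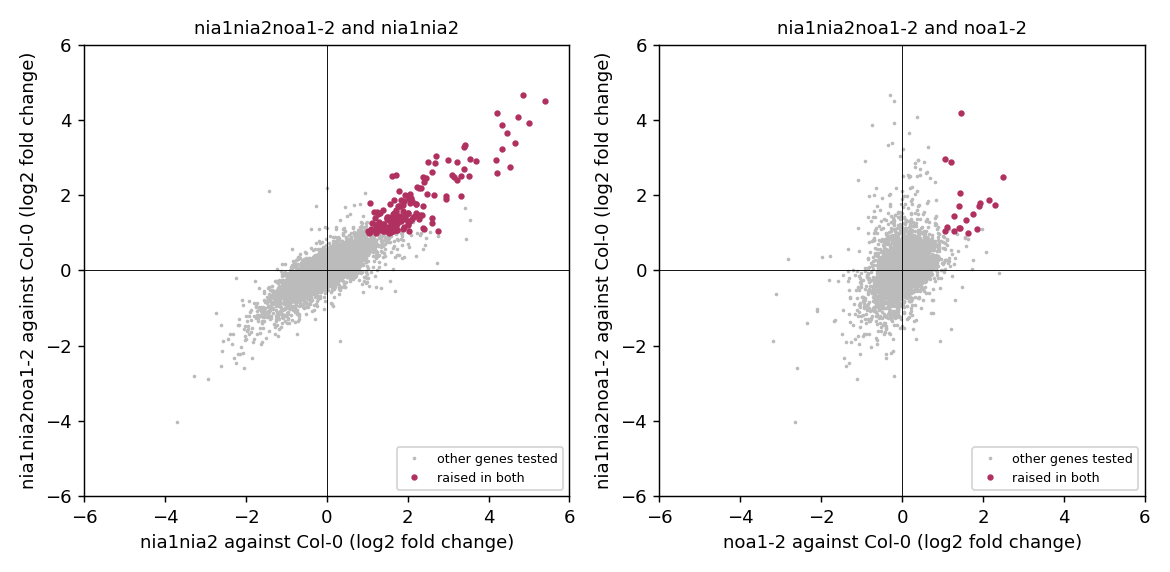
Log2 fold change against Col-0 of each gene tested, nia1nia2noa1-2 on the vertical axis and nia1nia2 (left) or noa1-2 (right) on the horizontal axis. Each point is 1 of 7034 genes, as a mean of 3 arrays per genotype, and red points are the 158 (left) and 20 (right) genes raised at least 2-fold at an adjusted p under 0.05 in both mutants.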

A highly significant overlap (hypergeometric test; Figure 2D, Table S1) of induced gene expression was identified in all treatments, including key members of the hypoxia-induced “core 49” gene set (Mustroph et al., 2009), such as *ALCOHOL DEHYDROGENASE1* (*ADH1*) (Chung and Ferl, 1999). These data suggest that the plant transcriptional response to hypoxia is regulated by endogenous NO levels in addition to oxygen availability and that both gases can influence gene expression through the N-end rule pathway.

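Of the 20 genes that Table S1 lists as common to prt6, hypoxia and nia1nia2noa1-2, 6 are named in the table used here, and all 6 were higher in nia1nia2noa1-2 than in Col-0. AT5G20790 had a log2 intensity of 5.63 ± 0.30 (SD, n = 3 arrays) in Col-0 and 7.68 ± 0.20 (SD, n = 3) in nia1nia2noa1-2, a log2 fold change of 2.05 (standard error 0.23, adjusted p = 7.5e-05 from limma). AT4G10270, a member of the "core 49" set, rose from 5.70 ± 0.07 (SD, n = 3) to 6.87 ± 0.28 (SD, n = 3), a log2 fold change of 1.17 (standard error 0.21, adjusted p = 0.0019 from limma). AT4G39675 and AT4G24110, which also belong to that set, rose by 0.99 (standard error 0.20) and 0.74 (standard error 0.21), and AT5G56350, a gene of the pyruvate kinase family of glycolysis, by 0.74 (standard error 0.14). AT1G65500 rose by 1.04 (standard error 0.31). AT5G20790, AT4G10270 and AT4G24110 lay under 6 in Col-0, the study's transition between noise and signal, so these differences are between measured signals and their size is not exact.
In nia1nia2, 5 of the 6 genes were raised, with log2 fold changes from 0.94 for AT5G20790 to 2.75 for AT1G65500. AT4G10270 was at -0.05 there and at -0.04 in noa1-2 (standard error 0.21 for each), again under 6. Its level in nia1nia2noa1-2 was higher than in nia1nia2 by 1.22 (adjusted p = 0.0042 from limma) and than in noa1-2 by 1.21 (adjusted p = 0.0017 from limma). The p-value against nia1nia2 rests on the shared standard error. In that comparison limma on the 6 arrays called 60 genes higher in nia1nia2noa1-2, against 701 in the fit of all arrays. Whether AT4G10270 is among the 60 is not given here. In noa1-2, AT5G20790 and AT1G65500 were raised, by 1.43 and 1.06, and the other 4 genes did not pass the test. The counts of 6, 5 and 2 were the same when adjusted over the list alone. The list was chosen by the study partly on these arrays, and against the same Col-0 arrays that enter the other comparisons, so it is not independent evidence of its direction and no test of the list as a whole is given.
A wider list of 48 hypoxia response genes was written before the data were examined. It had 26 members named in the table used here, of which 16 were tested. In nia1nia2noa1-2, 4 were raised and 3 lowered (5 raised and 4 lowered when adjusted over the list alone). The "core 49" label above was given only among the genes of Table S1, so it does not set the raised members apart from the lowered ones. Besides AT4G10270, AT4G39675 and AT4G24110, AT5G26200 rose from 6.39 in Col-0 to 8.50 in nia1nia2noa1-2 and 8.17 in nia1nia2 (log2 means, standard error of each difference 0.20). AT4G27450 was 4.99-fold lower in nia1nia2noa1-2 and 4.94-fold lower in nia1nia2 (standard error 0.37 on the log2 scale for each). AT1G19530 fell by 1.75 on the log2 scale and fell by 2.02 in the same mutants (standard error 0.32 for each), and AT1G74940, named after its values were seen, fell by 0.80 and fell by 1.41 (standard error 0.26 for each). AT1G19530 lay under 6 in these mutants, so the size of its fall is not exact. PDC2, a pyruvate decarboxylase of ethanol fermentation, was at -0.15 in nia1nia2noa1-2, at -0.11 in nia1nia2 and at -0.05 in noa1-2 and did not pass the test, and it too was named after its values were seen. In nia1nia2, 4 members were raised and 6 lowered (the same counts when adjusted over the list alone), and 7 were raised when each array was centred on its median. In noa1-2, AT5G42200 was raised by 0.51, and AT5G66985 fell by 0.92 and AT4G17670 fell by 0.67, each to a mean under 6 (1 raised and 3 lowered when adjusted over the list alone). No shift of the list as a whole passed the test, with an adjusted p of 0.343 in nia1nia2noa1-2, 0.761 in nia1nia2 and 0.824 in noa1-2 (camera, with an upward direction in nia1nia2 beside a median of -0.08 and a mean of -0.06, and with the medians of -0.08 in nia1nia2 and -0.04 in noa1-2 turning to 0.02 when each array was centred on its median). That test looks for a shift of the list in a common direction. It is not the overlap of induced genes with prt6 and hypoxia from which the paper argues, and that overlap was not computed here. ADH1, which the paper names in that overlap, is not named in the table used here and was not tested. In noa1-2 the count of Table S1 genes raised fell to 1 without any 1 array of Col-0 or noa1-2, and that of the wider list fell to 0.

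**Figure D2:**
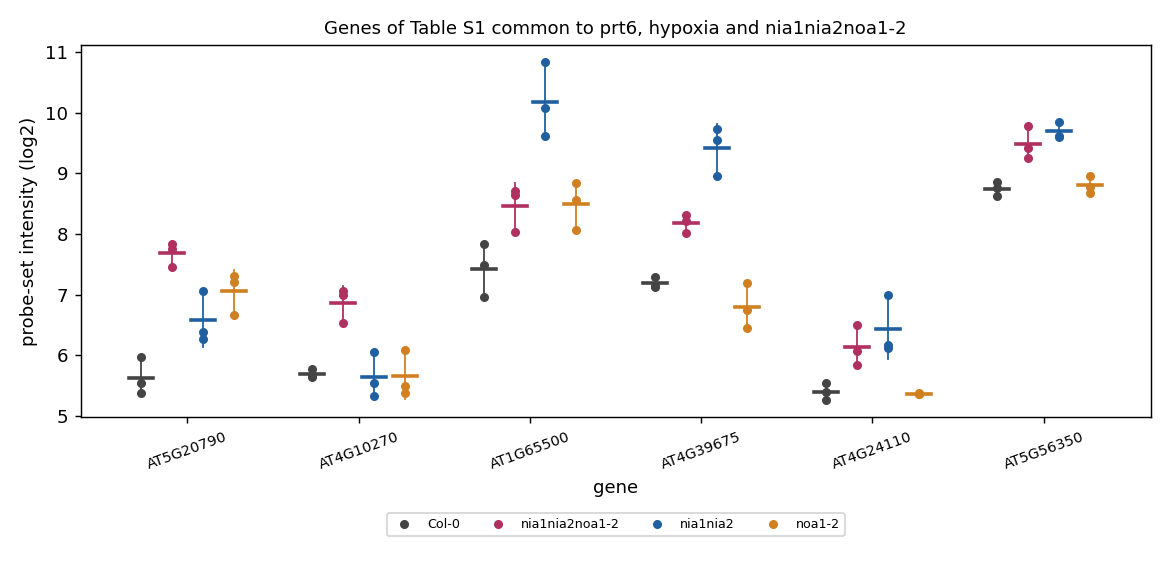
Log2 intensity of the 6 genes of Table S1 in Col-0, nia1nia2noa1-2, nia1nia2 and noa1-2. Points are arrays, horizontal lines are means of 3 arrays and vertical lines are SD; AT4G10270 lies between 6.54 and 7.06 in nia1nia2noa1-2 and near 5.70 in Col-0.

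From the overlap of induced genes, the paper proposes that NO levels regulate the hypoxia transcriptome along with oxygen, with the N-end rule pathway as a route by which either gas can act on gene expression.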

### Nitric Oxide Controls Germination through Group VII ERFs

A wide range of plant developmental processes and responses to abiotic and biotic stresses are regulated by NO (Mur et al., 2013), including the alleviation of seed dormancy, inhibition of hypocotyl elongation, and enhancement of stomatal closure (Bethke et al., 2007; Desikan et al., 2002; Lozano-Juste and León, 2010). In none of these cases is the molecular mechanism of NO sensing known; therefore, we examined a potential role for the N-end rule pathway in controlling these responses. Seed dormancy is a key agronomic and ecological trait removed by after-ripening of dry seeds or chilling of imbibed seeds (Holdsworth et al., 2008b). NO activates germination by promoting dormancy release and reducing sensitivity to ABA, a positive regulator of seed dormancy. The endosperm layer surrounding the embryo maintains dormancy and responds to NO (Bethke et al., 2004, 2007; Liu et al., 2009). Cell separation at the micropylar endosperm (adjacent to the expanding radicle) is necessary for the completion of germination (Holdsworth et al., 2008b). The Arg/N-end rule pathway was previously shown to negatively regulate dormancy and ABA inhibition of germination (Holman et al., 2009). Here, we show that this regulation is controlled by NO. Freshly harvested dormant WT seeds germinated in response to SNAP or SNP, whereas both *prt6* and *ate1ate2* were completely insensitive (Figures 3A, 3B, S3A, and S3B). Similarly, prevention of Nt-Cys exposure by removal of all cytoplasmic MAP activity (*map1A* mutant in combination with MAP2 inhibitor fumagillin; Ross et al., 2005) reduced responsiveness to NO (Figure 3A). This indicates that NO induces seed germination by promoting the destabilization of MC-initiating protein substrates via the N-end rule pathway. Moreover, *map1A* mutant seeds treated with fumagillin were ABA hypersensitive, similar to *prt6* (Figure 3C) and NO-deficient mutants (Lozano-Juste and León, 2010), demonstrating the importance of Cys2 protection and its interaction with NO for enhanced ABA sensitivity.

Although not previously associated with germination, group VII ERF transcription factors have been associated with several plant-environment interactions (Jung et al., 2007; Licausi et al., 2010; Ogawa et al., 2005; Tang et al., 2005; Yi et al., 2004; Zhang et al., 2010; Zhao et al., 2012). As known substrates of the Cys-Arg/N-end rule pathway, we analyzed their influence on germination. We hypothesized that if the ABA-hypersensitive and NO-insensitive phenotypes of the *prt6* mutant are the result of group VII ERF stabilization, then removing their activity in the *prt6* background should lead to a loss of ABA hypersensitivity. Analysis of double-mutant combinations of group VII ERFs in the *prt6* background showed redundancy of function for seed ABA sensitivity for all three ERFs that are constitutively expressed at the RNA level (RAP2.2, RAP2.12, and RAP2.3), indicating that they have overlapping functions during this process (Figure S4A). In contrast, the triple mutant *prt6hre1hre2*, which combines *prt6* with mutant alleles of the hypoxia-inducible (Licausi et al., 2010) group VII ERFs HRE1 and HRE2, behaved similarly to *prt6*, suggesting that these two family members do not participate in the regulation of germination (Figure S4B). Remarkably, the *prt6rap2.12rap2.2rap2.3* quadruple mutant showed highly reduced dormancy and sensitivity to ABA compared to the single *prt6* mutant (Figures 3D and 3E). Furthermore, whereas cPTIO strongly enhanced the sensitivity of WT seeds to ABA, most likely due to an enhancement of substrate stability, the effect of cPTIO on the ABA sensitivity of *prt6rap2.12rap2.2rap2.3* and other *prt6*/*rap* mutant combination seeds was dramatically reduced (Figures 3E and S4A). Next, we generated transgenic plants expressing a constitutively stable MA-RAP2.3 mutant protein under the control of the native promoter (*promRAP2.3::MA-RAP2.3*). Seeds containing this construct were hypersensitive to ABA (Figure 3F), providing a direct link between Cys2, protein function, and the seed ABA response. These experiments demonstrate that the constitutively expressed group VII ERF family members function as NO sensors via the N-end rule pathway to control seed germination.

### Group VII ERFs Regulate Nitric Oxide/ABA Crosstalk by Controlling the Expression of *ABA INSENSITIVE 5*

In order to investigate the molecular mechanism for group VII ERF enhancement of seed dormancy and ABA sensitivity, we analyzed promoter-GUS fusions of three key germination-inhibiting transcription factors (Holdsworth et al., 2008a), *ABI3*, *ABI4*, and *ABI5*, in *prt6* and WT seeds. Of these, we found that *promABI5::GUS* activity was enhanced specifically in the endosperm of after-ripened *prt6* (Figures 4A, 4B, and S5A). Removal of cytoplasmic MAP activity in after-ripened seeds also enhanced *promABI5:GUS* expression (Figure S5B), and exposure of dormant seeds to the NO donor SNP abolished *promABI5::GUS* activity in WT, but had no effect in *prt6* (Figure 4C). Interestingly, GUS expression driven by a minimal *ABI5* promoter (*ABI5-*P2) in *prt6* was restricted to the micropylar endosperm (Figure 4D). This minimal promoter contains two consensus-binding sites for group VII ERF transcription factors (GCCGCC EBP box *cis*-elements) (Büttner and Singh, 1997; Yang et al., 2009), which when mutated abolished GUS expression in *prt6* (Figures 4D and S5C). Furthermore, all three RAPs (RAP2.12, RAP2.2, and RAP2.3) enhanced expression from the wild-type *promABI5-*P2WT promoter, but not the mutated *promABI5-*P2MT promoter in transfected *prt6* leaf protoplasts (Figure 4E). Chromatin immunoprecipitation (ChIP) analysis showed that in vivo, the stabilized MA-RAP2.3 was able to bind specifically to the promoter region of *ABI5* containing the two EBP boxes (region A-1; Figures 4A and 4F). Collectively, these data directly link group VII ERFs to *ABI5* promoter regulation and confirm the role of all three in the regulation of ABA sensitivity. We analyzed the epistasis between *PRT6* and *ABI5* and found that, unlike *prt6*, germination of the *prt6abi5* double mutant showed reduced dormancy and had reduced sensitivity to ABA, similar to *abi5*, indicating that *ABI5* acts downstream of *PRT6* (Figures 4G and 4H). *prt6abi5* seeds were sensitive to cPTIO, suggesting that the group VII ERFs (which control cPTIO-enhanced ABA sensitivity; Figure 3E) may also regulate other ABA signaling components.

### Group VII ERFs Regulate Diverse Nitric Oxide Responses throughout Plant Growth and Development

We investigated whether control of group VII ERF stability by the N-end rule pathway plays a critical role in NO sensing during other well-known NO-regulated processes: hypocotyl elongation (Lozano-Juste and León, 2011) and stomatal closure (Desikan et al., 2002). Inhibition of hypocotyl elongation in the dark by NO gas (Beligni and Lamattina, 2000; Lozano-Juste and León, 2011) did not occur in *prt6* and *ate1ate2* mutants, or in *map1a* seedlings, indicating that a functional Arg/N-end rule pathway is required for NO inhibition of growth (Figures 5A and 5B). Sensitivity of *prt6* to NO was significantly increased in *prt6rap2.12rap2.2rap2.3* and less so in *prt6hre1hre2* (Figures 5A, 5B, and S4C), indicating that the three constitutively expressed group VII ERFs regulate NO sensing in etiolated hypocotyls.

We also examined the effect of NO on stomatal aperture and found that WT stomata closed in response to NO donors SNAP and SNP, but *prt6* stomata were insensitive (Figures 5C and S3C). Interestingly, *ate1ate2* stomata responded to SNAP (Figure 5C), suggesting that *prt6*-related substrates for this response may not all require arginylation. However, abolishing cytoplasmic MAP activity also rendered stomata insensitive to applied SNAP, while *prt6rap2.12rap2.2rap2.3* responded (Figures 5D and 5E). The *prt6hre1hre2* triple mutant did not respond to SNAP (Figure S4D), indicating that the constitutively expressed group VII ERFs are the primary substrates regulating this response. In addition, NO levels were strongly increased in *prt6* stomata but reduced in *prt6rap2.12rap2.2rap2.3* in comparison to WT (Figures 5F and 5G), demonstrating feedback between NO accumulation and group VII ERF stability. Collectively, these data show that the N-end rule pathway and group VII ERF substrates are essential for NO responses during distinct developmental and environmental responses during the plant life cycle and that all three RAPs contribute redundantly to these responses.

## Discussion

Here, we identify a general mechanism for NO sensing in plants based on targeted degradation of group VII ERF transcription factors via the N-end rule pathway of proteolysis. We show that a functional N-end rule pathway is required for normal NO responses at different stages of the plant life cycle and identify group VII ERF transcription factors as key regulators of diverse NO-regulated processes. In the presence of NO, these proteins are destabilized via the N-end rule pathway, but they are stabilized in its absence, which provides a homeostatic mechanism for perception and transduction of NO. Therefore, our work demonstrates how NO sensing is coordinated throughout plant growth and development through modulation of the stability of a core related set of regulatory proteins (Figure 6).

Investigations into how NO exerts a physiological effect in plants have previously focused on its ability to chemically modify process-specific proteins and thereby alter their function. By contrast, phytohormone perception in plants is largely dependent on targeted proteolysis; many hormone receptors are E3 ligases that degrade key transcriptional regulators in response to hormone binding, leading to transcriptional changes that initiate a physiological response (Kelley and Estelle, 2012). We have now identified a general mechanism of NO perception in plants that is also dependent on targeted proteolysis of transcriptional regulators, and we provide evidence that this represents a predominant mechanism by which NO is perceived and transduced during growth and development. It is interesting to note that NO interacts with a proteolytic pathway that evolutionarily predates the Cullin-based degradation pathways that mediate phytohormone sensing (Varshavsky, 2011), which suggests that the role of targeted proteolysis as a mechanism for sensing small signaling molecules has ancient origins.

The group VII ERFs were recently shown to function as homeostatic sensors of low oxygen in plants (Gibbs et al., 2011; Licausi et al., 2011). In this work, we have shown that both oxygen and NO are required to destabilize the group VII ERFs and that a reduction in the availability of either gas is sufficient to stabilize these proteins. In addition, global gene expression comparisons of NO-deficient mutants with N-end rule mutants and wild-type seedlings under hypoxia revealed a significant overlap of upregulated genes, suggesting that transcriptional responses to both molecules are at least in part regulated via the N-end rule pathway. The exact sequence of NO- and oxygen-mediated Cys modifications that lead to substrate destabilization via the N-end rule pathway is unknown, but since mammalian RGS and plant group VII ERF proteins both require NO and oxygen for degradation, it is likely that the same chemical mechanism acts on both classes of protein. One hypothesis is that Cys is first *S*-nitrosylated by NO and then further oxidized by oxygen to produce Cys sulfinic and Cys sulfonic acids that can then be arginylated (Hu et al., 2005). Future detailed analyses of the N-terminal processing events will shed light on the nature of these chemical modifications.

Although NO synthesis in animals is well understood, in plants there is no NOS homolog, and NO can come from a variety of sources. Our analysis shows that alterations in NO levels brought about solely by changes in NR activity are sufficient to modulate group VII ERF stability, suggesting that NO derived from NR activity predominates as an endogenous source of NO involved in signaling. As NR levels change during plant growth and development, N-end rule control of group VII ERF stability may therefore provide a way for plants to link metabolism to gene expression, and it is possible that this mechanism may play a role in plant responses to nitrate availability. We also show that there is feedback in NO production mediated by the N-end rule pathway and group VII ERFs, further supporting their major function in homeostatic response to NO and indicating that under physiological conditions where substrates accumulate, NO levels may also rise. There is a well-documented increase in NR-derived NO levels following imposition of hypoxia (Benamar et al., 2008; Blokhina and Fagerstedt, 2010; Gupta et al., 2011a), and our data allow a mechanistic interpretation of this rise in NO, as a consequence of the stabilization of group VII ERFs by low oxygen inhibition of Nt-Cys oxidation.

It is interesting to note that neither group VII ERFs nor the N-end rule pathway of proteolysis have been linked to plant NO signaling previously, although both have been associated with various growth, developmental, and environmental stress responses. How this small family of transcription factors is able to regulate such distinct developmental processes remains to be fully ascertained but is likely to be a result of differences in spatial and temporal expression patterns, subcellular localization, process-specific protein interaction partners, and downstream gene targets. For one NO-regulated process, seed germination, we have identified the molecular mechanism from signal sensing by group VII ERFs through to the regulation of the key germination repressor, *ABI5*, in the seed endosperm. ABI5 is a major component of ABA signaling and thus also represents an integration point for crosstalk between NO, N-end rule, and ABA signaling pathways. It is highly likely that ERFs will regulate the expression of other process-specific genes in a tissue-specific manner and that these different downstream targets may also act as crosstalk points with other phytohormone and proteolytic signaling pathways. The stability of another ERF (ERF1) was shown to play a role in light-regulated control of hypocotyl elongation, although this does not occur through the Cys-Arg/N-end rule pathway (Zhong et al., 2012). Future work should focus on understanding how the group VII ERFs are differentially regulated throughout development, with particular focus on their respective downstream targets.

In conclusion, our work demonstrates how NO sensing in plants is executed in multiple physiological processes by direct modulation of transcription factor stability, identifying a general mechanism for NO perception and signal transduction based on targeted degradation. Group VII ERFs and the N-end rule pathway are shown to be essential for NO sensing during developmentally distinct processes throughout the plant life cycle, which suggests that NO sensing via the N-end rule pathway warrants further examination in animal systems, where it may play a more general and significant role than previously supposed. Collectively, our findings identify the group VII ERFs as central hubs for the perception of both NO and oxygen and thus identify the N-end rule pathway as a key integrator of multiple gaseous, and perhaps other, signals (Hu et al., 2008) in plants.

## Experimental Procedures

### Growth and Analysis of Plant Material

*Arabidopsis thaliana* seeds were obtained from the Nottingham *Arabidopsis* Stock Centre (NASC), except for *promABI3::GUS* and *promABI4::GUS* (Penfield et al., 2006) (from Dr. Steve Penfield, Exeter University, UK), *map1A* (Ross et al., 2005) (from Dr. Carmela Giglione; CNRS, France), and *rap2.3* (Ogawa et al., 2007) (from Dr. Atsuko Miyagi; University of Tokyo, Japan). *prt6-1*, *prt6-5*, *ate1-2ate2-1*, *hre1* (SALK_039484), *hre2* (SALK_052858), *rap2.2-1*, *rap2.3-1*, *noa1-2*, *nia1nia2*, and *noa1-2nia1nia2* mutants and UBI-X-GUS and MX-HRE2 transgenic lines were described previously (Hess et al., 2011; Hinz et al., 2010; Holman et al., 2009; Licausi et al., 2010; Lozano-Juste and León, 2010; Ogawa et al., 2007). New transfer DNA (T-DNA) line accession numbers are *rap2.12-1* (GABI-KAT line GK_503A1_11) and *abi5-8* (SALK_013163). Mutant combinations were identified by PCR (genotyping primers in Table S2). *Arabidopsis* seedlings were grown vertically on 1/2 MS 1% agarose for 7 days (22°C,150 μmol/m^2^/s constant light) and transferred to soil after 2 weeks if required. Spring barley (Golden Promise) was grown in pots in John Innes No.3 compost at 15°C/12°C, 16 hr photoperiod (80% relative humidity [RH], 500 μmol/m^2^/s metal halide lamps [HQI; hydrargyrum quartz iodide] supplemented with tungsten bulbs). After 2–3 weeks, plants were transferred to 5 l pots containing Levington C2 compost.

### Treatment of Plants with NO Donors and Scavengers

To examine the influence of NO donors and scavengers on protein stability in *Arabidopsis*, 7-day-old seedlings were transferred to liquid 1/2 MS supplemented with NO scavenger (200 μM cPTIO; Enzo) or NO donors (300 μM SNP or 300 μM SNAP; Sigma) and incubated in constant light for 6 hr. SNAP (1 mM) was used in Figure 2B. Submergence treatments were carried out as described previously (Gibbs et al., 2011); postsubmergence recovery was in aerated liquid 1/2 MS for 3 hr in light, either with or without 500 μM cPTIO. For barley NO/GUS experiments, embryos were dissected and incubated in 1/2 MS in continual light with moderate shaking at 22°C. After 48 hr, 500 μM cPTIO was added, and embryos were incubated for a further 24 hr before being stained for GUS activity following standard methods (Weigel and Glazebrook, 2002).

### Construction of Transgenic Plants

Ubi-C-GUS and Ubi-M-GUS (modified GUS proteins bearing an N-terminal DHFR-Ubiquitin-Cys or DHFR-Ubiquitin-Met fusion) transgenic lines were described previously (Garzón et al., 2007). MX-GUS constructs were amplified using Ubi-X-GUS as a template, recombined with pDONR207, and mobilized into pB7WG2D (Karimi et al., 2002). For *ABI5* promoter analysis, two different promoter constructs of different lengths were cloned: P1 (∼1.8 kb from the ATG) and P2 (∼1 kb from the ATG). P2 includes only 30 bp of promoter, 5′ UTR, and first intron. Fragments were amplified from Col-0 genomic DNA, recombined into pDONR221, and then into pKGWFS7.0. EBP site mutation was carried out by QuikChange site-directed mutagenesis (Stratagene). To generate *35S::RAP2.3-HA* lines, full-length *RAP2.3* cDNA amplified from *Arabidopsis* seedling cDNA was ligated into pE2c and then mobilized into the pB2GW7, as described previously (Dubin et al., 2008).To generate *promRAP2.3::MA-RAP2.3* lines, full-length gDNA sequence (∼2 kb upstream of the ATG, finishing at the STOP codon) was amplified from seedling cDNA and recombined into pDONR221. The MA site mutation was carried out by QuikChange site-directed mutagenesis, and the construct was mobilized into pGWB533. All of the above constructs were transformed into *Agrobacterium* (strain GV3101 pMP90) and *Arabidopsis* using standard protocols (Clough and Bent, 1998).

For barley N-end rule reporter constructs, WT and mutant bases corresponding to the first seven amino acids of the barley ERF sequelogs were added to the start of the GUS gene by PCR using a long forward primer (with MC-GUS in pDON207 as a template), cloned into pBract214, and cotransformed into *Agrobacterium* strain AGL1 alongside pSOUP before transforming into barley using standard protocols (Bartlett et al., 2008).

### GUS Histochemical Staining and Quantitative Assays

GUS staining was carried out on 5–7 day *Arabidopsis* seedlings as well as imbibed, dissected embryos and endosperms using standard protocols (Weigel and Glazebrook, 2002). Endosperms were bleached for 1 hr in 25% (v/v) Parazone prior to being mounted in Hoyer’s solution (30 g gum arabic, 200 g chloral hydrate, 20 g glycerol, and 50 ml water) for imaging.

For quantitative GUS assays, *Arabidopsis* seedlings were placed into 24-well microtiter plates or (for anaerobic conditions) into Eppendorf tubes. Plants were immersed in 1/2 MS medium (pH 5.7, 1% sucrose, 0.5% MES buffer). For anoxic treatment in the dark, the medium was degassed by vacuum, and the residual air was replaced by argon gas. Plants were incubated for 5 hr with 1 mM SNAP, 1 mM cPTIO, or no compound. Protein extracts were prepared in buffer (50 mM NaPO_4_ [pH 7], 10 mM 2-mercaptoethanol, 10 mM EDTA, 0.1% SDS, 0.1% Triton X-100), and extract aliquots were incubated with p-nitrophenyl glucuronide (PNPG) (Gallagher, 1992) at 37°C for up to 5 hr. Accumulating p-nitrophenol was determined photometrically at 405 nm. Incubations without PNPG were used to account for baseline drifting. Significant differences between WT and mutants were determined using a two-sided t test.

### Seed Germination and Dormancy Analyses

Seeds were surface sterilized in 5% (v/v) bleach for 5 min then washed with sterile water before plating (3–4 replicates, n = 50) onto water agarose supplemented with appropriate concentrations of ABA, 200 μM c-PTIO, and/or 1–5 μM fumagillin (Sigma). Following 4 days of chilling, seeds were incubated at 22°C under continuous light for 7 days. Germination was assessed as endosperm rupture by the radicle. For dormancy assays, seeds were collected from yellowing siliques of the primary bolt, plated as described above, and placed into continuous light or chilled for 4 days prior to transferring to the light (chilling control). Where appropriate, water agarose was supplemented with 200 μM SNAP. SNP dormancy break assays were set up using 200 μM SNP as described previously (Bethke et al., 2004). For chilling-time assays, seeds were stratified at 4°C for increasing periods of time and then transferred to light. All germination data are expressed as the mean with SEM.

### Stomatal Aperture Analyses and NO Measurements

Stomatal aperture measurements were carried out as described previously (Chater et al., 2011; McAinsh et al., 1991). Where required, opening buffer was supplemented with fumagillin (5 μM), SNAP (100 μM), or solvent (0.001% ethanol). All solutions were perfused with CO_2_-free air. After 2 hr, the length and width of stomatal pores were measured using light microscopy and ImageJ software. Aperture was calculated as an ellipse. Significant differences between SNAP treatment and same-genotype controls were determined using an unpaired t test. NO accumulation was assessed using the specific NO dye DAF2-DA (Calbiochem) as described previously (Desikan et al., 2002). Data were analyzed by using ImageJ software. For all assays, measurements from 120 stomata were analyzed in three replicate experiments. Significant differences between WT and mutant genotypes were determined using an unpaired t test.

### Hypocotyl Length Measurements

Seeds were sown on MES-buffered MS, 1% sucrose, 0.8% agar plates. After 4 days of stratification at 4°C, germination was synchronized by 6 hr light treatment at 21°C. Plates were transferred to a tightly sealed chamber with 300 ppm of pure NO gas (99.5% pure nitric oxide; Linde), and a replica plate was kept untreated. Plates were maintained under darkness at 21°C for 4 days. Seedlings were harvested and scanned, and hypocotyl length was measured using ImageJ software. Values of hypocotyl length are means ± SD of 16–20 seedlings. Significant differences between NO treatment and same-genotype controls were determined using an unpaired t test.

### Chromatin Immunoprecipitation and Quantitative PCR Amplification

Wild-type Col-0 and *35S::MA-RAP2.3-HA* seedlings (4 days old) grown at 22°C in darkness were used for ChIP analyses. ChIP was performed as described previously (Saleh et al., 2008), using Dynabeads Protein A (Invitrogen) and an anti-HA (hemagglutinin) polyclonal antibody (ab9110; Abcam). Relative enrichment was calculated by normalizing the amount of target DNA, first to the internal control gene *CNX5* (At5g55130) and then to the corresponding amount in the input. Data are mean and SD of three technical replicates from a representative experiment from two biological replicates. Primers used are in Table S2.

### Protein Extraction and Immunoblotting

Proteins extractions and immunoblotting were carried out as described previously (Gibbs et al., 2011).

### RNA Preparations

To analyze transgene expression, RNA was extracted using an RNeasy Plant Mini Kit (QIAGEN) and converted to cDNA with Superscript III Reverse Transcriptase (Invitrogen). PCRs were performed with transgene-specific primers (Table S2), and *ACTIN-2* was amplified for use as a loading control. For transcriptomic analysis of NO-deficient mutants, mutant and Col-0 seedlings were grown under long days (16 hr light/8 hr darkness) and harvested 5 hr after dawn on day 15. Total RNA was isolated and purified using the Micro-to-Midi Total RNA Purification System (Invitrogen). Labeling, hybridization protocols, and statistical analyses are described in Table S1.

### Microarray Analyses

Three biological replicates and their corresponding negative controls were hybridized to ATH1 microarrays (Affymetrix). The raw .cel files were background corrected and normalized using the Robust Multiarray Averaging (RMA) procedure (Irizarry et al., 2003), with a custom chip definition file (.cdf) from the Custom CDF project (Ath1121501_At_TAIRG.cdf v14.0.0, released March 22, 2011) (Dai et al., 2005), using the Bioconductor “affy” package in the programming language R. This CDF remaps the individual probes on the Affymetrix chip to their corresponding genes, using recent sequencing information from the Arabidopsis Information Resource (TAIR). For each sample pair (treatment/mutant and appropriate control), a two-way t test was performed for each gene, with mean expression at least 6 (log_2_, noise/signal transition informed by a histogram of the data) in one of the samples. Those genes with a p value less than 0.05 were considered differentially expressed.

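Of 18 plastid-encoded genes of gene expression, 12 were higher in noa1-2 than in Col-0, none was lower and 6 did not pass the test (14 higher when adjusted over the list alone), with a median log2 fold change of 0.91 (camera, adjusted p = 5.41e-13, or adjusted p = 0.117 with an estimated correlation). Among them, rpl14 and rpl16, ribosomal protein genes, rose by 1.59 (standard error 0.21) and 1.56 (standard error 0.27), and clpP, a subunit of the Clp protease, rose by 0.89 (standard error 0.10). Of 29 plastid-encoded photosynthesis genes, 9 were higher there, none was lower and 20 did not pass (16 higher when adjusted over the list alone), among them psaC of photosystem I at 1.11 (standard error 0.16) and atpF of the ATP synthase at 0.91 (standard error 0.17; camera, adjusted p = 1.86e-09 for the list, or adjusted p = 0.16 with an estimated correlation). Of these 29 genes, 8 were higher and 1 was lower in nia1nia2 (camera, adjusted p = 0.0166, or adjusted p = 0.563 with an estimated correlation), and 6 were higher and 1 was lower in nia1nia2noa1-2 (adjusted p = 0.0875).
All 3 genes of the iron deficiency list that were tested were lower in noa1-2, BHLH101, a transcription factor of the iron deficiency response, by -2.60 (standard error 0.39), AT3G13610, the feruloyl-CoA hydroxylase of coumarin synthesis, by -1.06 (standard error 0.23) and PYE by -0.91 (standard error 0.22), and all 3 were also lower when adjusted over the list alone (camera, adjusted p = 0.00185, or adjusted p = 0.117 with an estimated correlation). The list has 17 members, and the others are not named in the table used here. In nia1nia2, BHLH101 fell by 2.05 and AT3G13610 rose by 1.21 (1 raised and 1 lowered when adjusted over the list alone). In nia1nia2noa1-2, which also carries noa1-2, 1 of the 3 was lower and 2 did not pass (camera, adjusted p = 0.399). When adjusted over the list alone, 1 was raised there and 2 were lowered. Large falls in noa1-2 were those of AT5G03350 (-3.19, standard error 0.43), AT1G47400, which encodes an iron-deficiency-induced peptide (-3.13, standard error 0.33), and AT5G14650 (-2.83, standard error 0.37), and large rises besides AT2G21640 were those of AT1G29850 (2.41, standard error 0.25) and AT2G36885 (4.92-fold, standard error 0.14 on the log2 scale). BHLH101, PYE and AT5G14650 fell to means under 6 in noa1-2, BHLH101 also in nia1nia2, so the size of these falls is not exact.
In nia1nia2, large rises were those of AT1G10585, a basic helix-loop-helix protein (5.40, standard error 0.44), UGT76E12 (5.00, standard error 0.34) and AT3G25790 (4.84, standard error 0.23), each from a Col-0 mean under 6, so their size is not exact, and the largest falls those of AT1G66100, a thionin (-3.71, standard error 0.56), and AT5G18600, a glutaredoxin (-3.28, standard error 0.35). Of 7 nuclear genes of plastid ribosomal proteins, 6 were lower there (6 when adjusted over the list alone), AT1G29070 by -0.92 (standard error 0.15) and AT4G17560 by -0.90 (standard error 0.18; camera, adjusted p = 0.0104, or adjusted p = 0.449 with an estimated correlation). Of 8 nuclear photosynthesis genes tested, 6 were lower (7 when adjusted over the list alone), LHCB4.3 of the light-harvesting antenna by -1.64 (standard error 0.13). That list had an adjusted p of 0.00885 from camera, or 0.509 with an estimated correlation. The lists of plastid ribosomal proteins and of nuclear photosynthesis genes have 35 and 47 members. The other members are not named in the table used here, so these counts cover a part of each list.
In all, 748 genes were raised and 794 lowered in nia1nia2noa1-2 at an adjusted p under 0.05 from limma, 1152 raised and 1870 lowered in nia1nia2, and 352 raised and 287 lowered in noa1-2. The share raised among the genes called was 38.1% in nia1nia2 and 55.1% in noa1-2, and 51.5% and 70.5% when each array was centred on its median. The methods' t-test was run on the same 7034 genes, while the paper tested genes with a mean of at least 6 in either sample compared. At an unadjusted p under 0.05, 1310 were raised and 1449 lowered in nia1nia2noa1-2, 938 raised and 1560 lowered in nia1nia2, and 1076 raised and 1109 lowered in noa1-2 by that test. After Benjamini-Hochberg adjustment of that test, 660 were raised and 697 lowered in nia1nia2noa1-2, 370 raised and 527 lowered in nia1nia2, and 215 raised and 146 lowered in noa1-2. By both of these tests, and by limma on the 6 arrays compared (2539 genes against 2027), more genes were called in nia1nia2noa1-2 than in nia1nia2, so the order of these mutants in the counts from all 12 arrays depends on the test. The counts from limma also depend on single arrays. With 1 array left out at a time, 164 to 674 genes were raised and 104 to 542 lowered in noa1-2. In nia1nia2noa1-2, 435 to 1143 were raised and 408 to 1194 lowered.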

### Protoplast Transient Expression Assays

To generate constructs for protoplast transfection using the CaMV35S promoter, full-length cDNAs were ligated into pE2c and then mobilized into pB2GW7 (Dubin et al., 2008). Mesophyll protoplast isolation and transformations were performed as described previously (Yoo et al., 2007). Approximately 20,000 protoplasts from 3- to 4-week-old plants grown under short-day conditions were cotransformed (into *prt6-1* plants stably expressing either *promABI5P2-WT* or *promABI5P2-MT* versions of the *promABI5::GUS* reporter) with 10 μg of each construct and 2 μg of *35S::LUC* transformation control plasmid. After 15 hr incubation, protoplasts were lysed in 100 μl protoplast lysis buffer (Luciferase kit, Promega), with 60 μl used to determine luminescence and 40 μl used to determine GUS activity by incubating in MUG (10 mM Tris-HCl [pH 8], 1 mM MUG [4-methylumbelliferyl-β-D-glucuronide trihydrate], and 2 mM MgCl_2_) buffer for 6 hr. Promoter activity was calculated as a GUS/LUC ratio for each transformation. Protoplasts transformed with *35S::HA:GFP* were used as controls.

A list of primers used in this study can be found in Table S2.

## Figures and Tables

**Figure 1:**
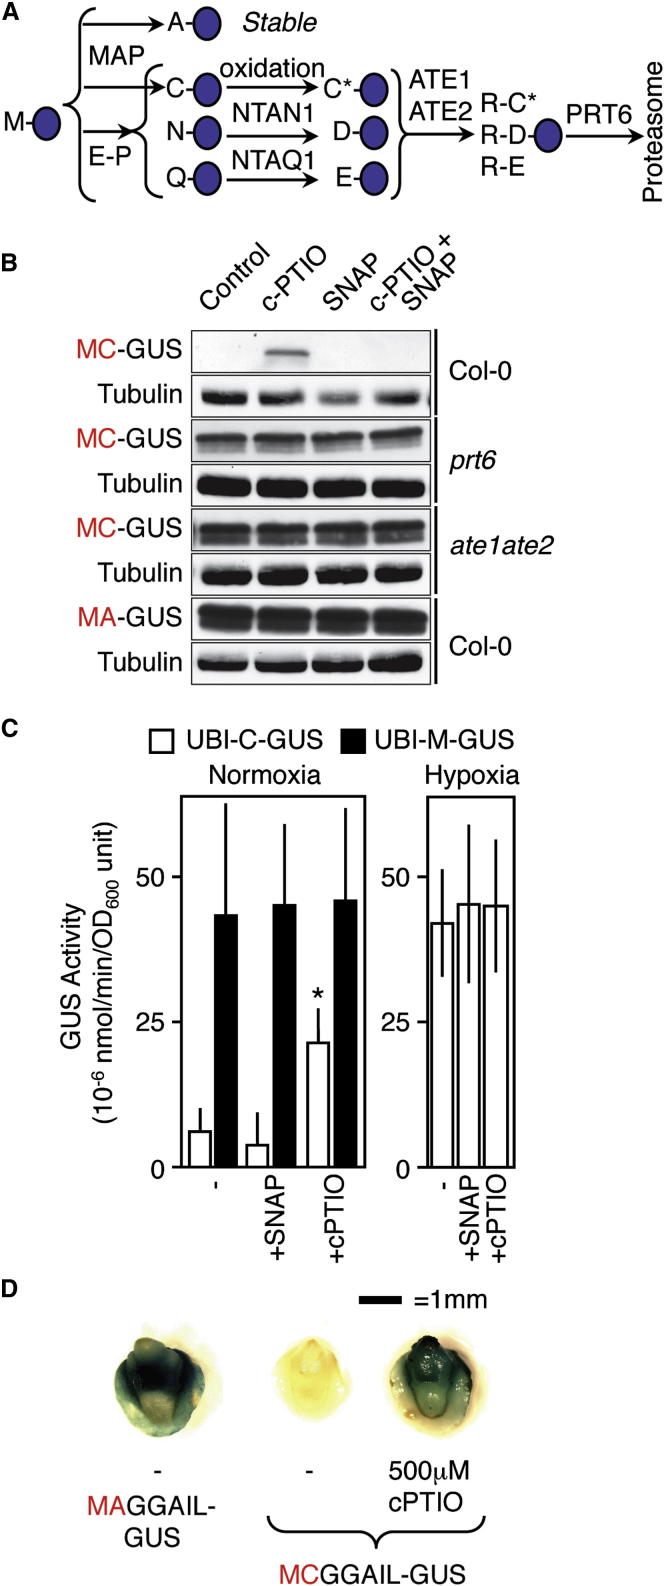
The Cys-Arg/N-End Rule Pathway Acts as a Nitric Oxide Sensor in Plants (A) Schematic of the relationship between methionine aminopeptidase (MAP) activity and the Cys-Arg/N-end rule pathway. PRT6, PROTEOLYSIS6 E3 ligase; ATE, arginyl tRNA transferase; NTAN1, asparagine-specific N-terminal amidase; NTAQ1, glutamine-specific N-terminal amidase; E-P, endopeptidase. Amino acids are indicated with single letter codes; C^∗^ = oxidized cysteine. The action of MAP on MA-initiating proteins results in a stabilizing Nt residue. (B) Western blot of total seedling protein showing MC/MA-GUS stability in response to cPTIO or SNAP in WT (Col-0) and N-end rule mutant seedlings. MC-GUS stability is enhanced by cPTIO in WT, but not in *prt6* or *ate1ate2*. MA-GUS is constitutively stable regardless of NO availability. (C) GUS enzyme activity of UBI-M/C-GUS in response to SNAP or cPTIO for normoxic and hypoxia-treated samples. cPTIO enhances C-GUS activity under normoxia, but neither cPTIO nor SNAP affect the enhanced C-GUS activity observed under hypoxia. M-GUS activity is unaffected by NO treatments. Error bars denote SE. ^∗^p < 0.05. (D) GUS staining of transgenic barley embryos expressing M(C/A)-GGAIL-GUS (GUS initiating at the N terminus with either MCGGAIL or MAGGAIL) in response to cPTIO application. MCGGAIL-GUS protein is stabilized in the presence of cPTIO. See also Figures S1 and S2.

**Figure 2:**
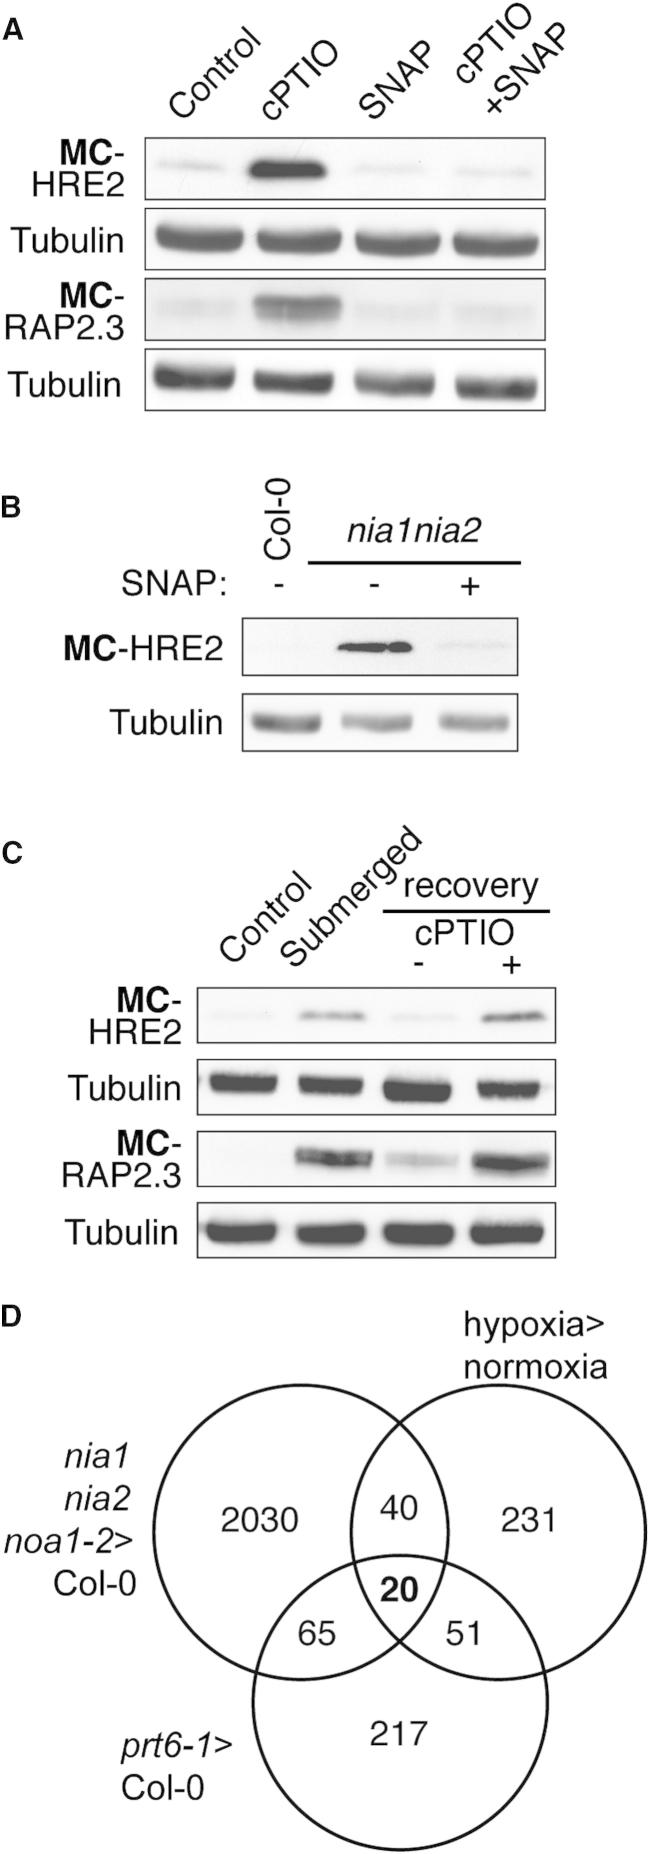
Nitric Oxide Regulates Group VII ERF Stability and the Hypoxia Transcriptome (A) Western blot of total seedling protein showing in vivo stability of HRE2-HA and RAP2.3-HA in seedlings treated with cPTIO or SNAP. (B) Western blot of total seedling protein showing enhanced MC-HRE2-HA stability in the NO-deficient *nia1nia2* mutant with or without NO donor SNAP. (C) Stability of HRE2-HA and RAP2.3-HA in submergence-induced hypoxia, and recovery in normoxia ± cPTIO. Reintroduction of oxygen following hypoxia is insufficient to destabilize ERFs in the absence of NO. (D) Venn diagram showing the overlap in upregulated genes between *prt6* > Col-0, *nia1nia2noa1-2* > Col-0, and Col-0: hypoxia > normoxia. All experiments were carried out with seedlings. See also Figure S2.

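A large rise in nia1nia2noa1-2 was that of AT3G25790, a nitrate-inducible transcriptional repressor, whose log2 intensity was 5.07 ± 0.18 (SD, n = 3 arrays) in Col-0 and 9.73 ± 0.16 (SD, n = 3) in the mutant (log2 difference of the measured signals 4.66, standard error 0.23, adjusted p = 1.39e-07 from limma). AT1G10585 rose by 4.51 (standard error 0.44), AT5G01740, of the NTF2-like family, by 4.09 (standard error 0.32), UGT76E12 by 3.91 (standard error 0.34) and AT2G18480, a sugar transporter of the major facilitator family, by 3.38 (standard error 0.36). In Col-0, AT3G25790, AT1G10585, UGT76E12 and AT2G18480 lay under 6, the study's transition between noise and signal, as did AT2G04050, AT3G17520 and UGT73C1 below, so the size and the order of these rises are not exact. All 10 genes with the largest measured rises had each nia1nia2noa1-2 array above every Col-0 array, which was part of the rule that named them. The largest falls were those of AT1G66100 (-4.04, standard error 0.56), EXPA8, an expansin that loosens cell walls (-2.89, standard error 0.53), AT5G18600 (-2.81, standard error 0.35) and BHLH101 (-2.60, standard error 0.39), the last to a mean under 6.
All 3 nitrate-induced genes tested were higher in nia1nia2noa1-2 (3 when adjusted over the list alone), and AT3G25790 was joined by its relatives AT1G25550 at 0.65 (standard error 0.15) and AT1G68670 at 0.37 (standard error 0.11). Of the 22 members of that list, 3 were among the values of Table S1 seen when it was written, so no test of the list as a whole is given. Of 5 mitochondrial stress genes tested, 4 were higher (4 when adjusted over the list alone), AT2G04050 by 4.17 (standard error 0.32), AT2G41730 by 2.85 (standard error 0.35) and NDB2, an alternative NADH dehydrogenase, by 0.93 (standard error 0.20). No test of that list as a whole is given either, because 7 of its 15 members were among the values seen. The 4 genes of anthocyanin synthesis tested were all higher (4 when adjusted over the list alone; 1 of the 15 members was among the values seen), with AT4G14090, an anthocyanin glucosyltransferase, at 2.00 (standard error 0.31) and UF3GT at 1.97 (standard error 0.31; camera, adjusted p = 0.000916, or adjusted p = 0.439 with an estimated correlation). Of 3 genes of the ABA response tested, the LEA protein genes AT3G17520 and AT3G02480 were higher, by 3.05 (standard error 0.52) and 2.89 (standard error 0.44), and COR15A, named after its values were seen, was at -0.08 (standard error 0.28; 2 higher when adjusted over the list alone; 3 of the 25 members were among the values seen).
Of 28 UDP-glucosyltransferase genes, a family added after the probe table was seen, 11 were higher and 3 lower (11 and 4 when adjusted over the list alone; 2 of the 47 members were among the values seen), with UGT73C1 at 2.51 (standard error 0.50) and UGT87A2 at 2.02 (standard error 0.27; camera, adjusted p = 0.0052, or adjusted p = 0.564 with an estimated correlation). Of 9 genes of IQ-domain proteins, which bind calmodulin, 4 were lower and none was higher (6 lower when adjusted over the list alone), with IQD30 at -0.55 and IQD22 at -0.52 (camera, adjusted p = 0.00842, or adjusted p = 0.224 with an estimated correlation). Nuclear photosynthesis genes were lower for LHCB4.3 (-1.67, standard error 0.13) and LHCB4.2 (-0.57, standard error 0.13), and the other 6 tested did not pass the test (5 lower when adjusted over the list alone; camera, adjusted p = 0.00285, or adjusted p = 0.449 with an estimated correlation). The plastid-encoded genes of gene expression had 7 higher members of 18 (8 higher and 1 lower when adjusted over the list alone), rpoC2 at 1.35 (standard error 0.26) among them (camera, adjusted p = 0.00285, or adjusted p = 0.503 with an estimated correlation). The number of genes raised in nia1nia2noa1-2 was 1143 without nia1nia2 replicate 4 and 435 without nia1nia2noa1-2 replicate 2.

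**Figure D3:**
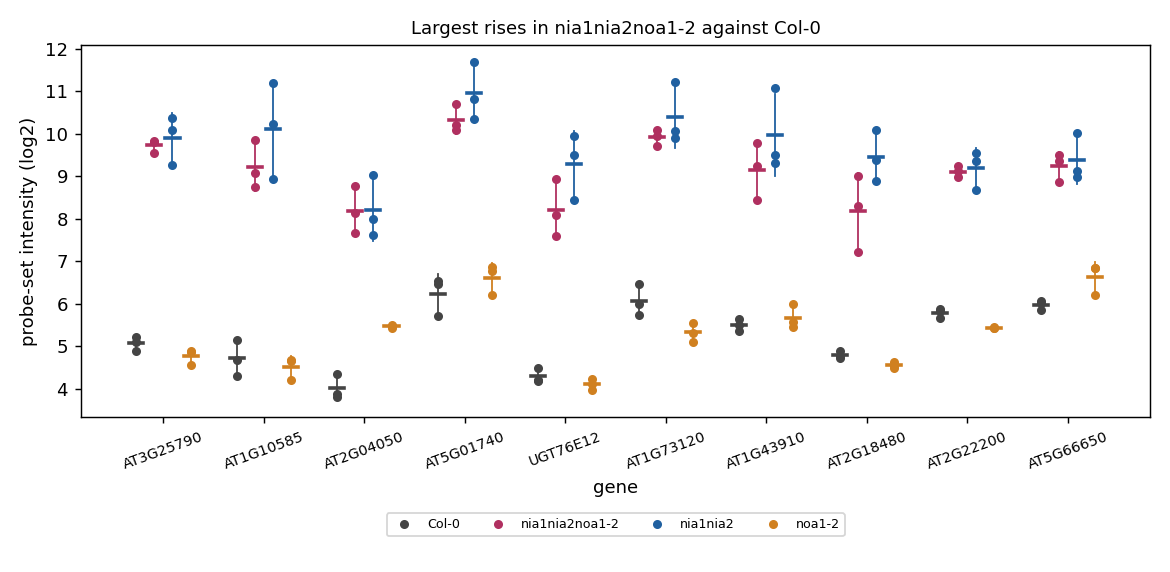
Log2 intensity of the 10 genes with the largest measured rises in nia1nia2noa1-2, in Col-0, nia1nia2noa1-2, nia1nia2 and noa1-2. Points are arrays, horizontal lines are means of 3 arrays and vertical lines are SD; AT3G25790 has means of 9.73 in nia1nia2noa1-2, 9.91 in nia1nia2, 5.07 in Col-0 and 4.77 in noa1-2.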

**Figure 3:**
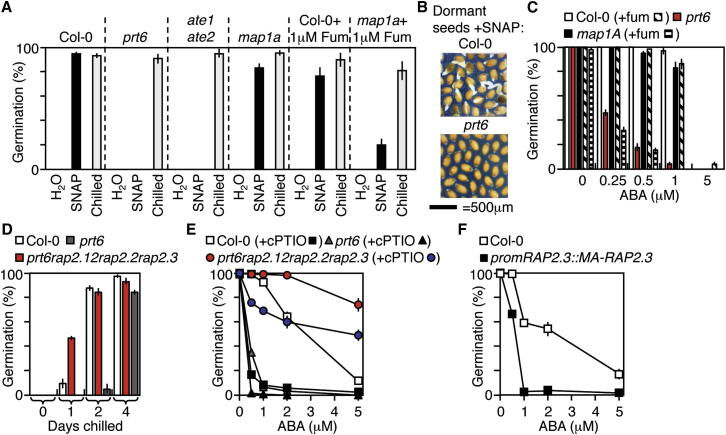
Nitric Oxide Regulates Seed Germination through the N-End Rule Pathway (A) Germination response of dormant seeds to SNAP and chilling. WT (Col-0) dormant seeds germinate in response to SNAP, whereas *prt6* and *ate1ate2* are insensitive, and lines with reduced MAP activity (*map1a* + fumagillin; Fum) have significantly reduced responsiveness. Chilling controls are included to show seed viability. (B) Pictures of seeds after 7 days imbibition in the presence of SNAP. (C) Germination ABA sensitivity of *map1A* seeds with or without fumagillin (Fum) relative to WT and *prt6*, showing that abolishing MAP activity enhances seed ABA hypersensitivity (similar to *prt6*). (D) Seed chilling sensitivity of *prt6rap2.12rap2.2rap2.3*. *prt6* seeds are more dormant than WT (requiring longer chilling to break dormancy), whereas *prt6rap2.12rap2.2rap2.3* seeds are less dormant. (E) ABA sensitivity of *prt6rap2.12rap2.2rap2.3* seeds with or without cPTIO. *prt6rap2.12rap2.2rap2.3* has strongly reduced sensitivity to ABA relative to *prt6*. cPTIO-mediated enhancement of ABA sensitivity is also greatly reduced in *prt6rap2.12rap2.2rap2.3*. (F) ABA sensitivity of *promRAP2.3::MA-RAP2.3* seeds. Seeds expressing a dominant-stable MA-RAP2.3 protein driven from its own promoter are ABA hypersensitive, similar to *prt6*. Error bars denote SE. See also Figures S3 and S4.

**Figure 4:**
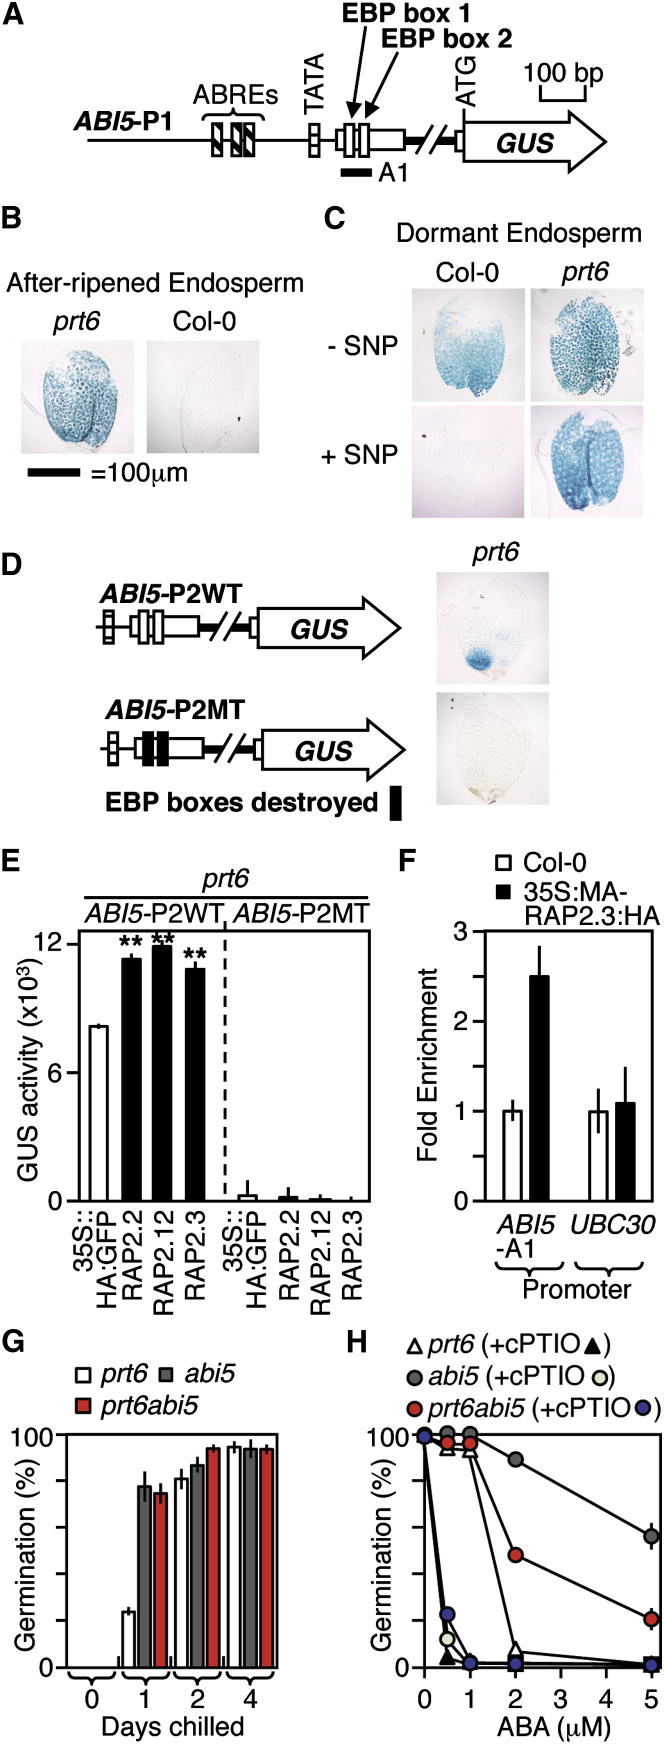
Group VII ERFs Enhance Transcription of the Key Germination Transcription Factor *ABI5* (A) Schematic of the *ABI5* promoter. (B) GUS expression from the *ABI5* promoter in after-ripened WT (Col-0) and *prt6* endosperms, showing ectopic expression in *prt6*. (C) SNP-responsive expression of the *ABI5* promoter in dormant *prt6* and WT endosperms. SNP abolishes promoter activity in WT seeds, but not in *prt6*. (D) GUS expression in *prt6* endosperm from a WT truncated minimal *ABI5* promoter (*ABI5-*P2) and from a mutated version (MT) in which the EBP boxes are changed from GCCGCC to TAATAA. The WT minimal promoter drives expression specifically in the micropylar region of the seed (a key regulatory region for control of germination); this expression is dependent on the presence of two GCCGCC *cis*-promoter elements. (E) Expression of the *ABI5-*P2 wild-type (WT) and mutant (MT) promoters in ERF-transfected *prt6* leaf protoplasts showing that all three RAPs enhance ABI5 expression relative to the 35S::HA:GFP control via the GCCGCC *cis*-elements. ^∗∗^p < 0.001. (F) qPCR of a regulatory region in the *ABI5* promoter containing two EBP boxes (*ABI5*-A1) and of a region of the control gene *UBC30* (At5g56150) after ChIP with HA antibody. Enrichment of the *ABI5* and control promoters is shown after normalization, first to the control gene *CXN5* and then to the input value, showing that MA-RAP2.3 occupies the A1 region of the ABI5 promoter. Error bars denote SD. (G) Seed chilling sensitivity showing that *prt6abi5* seeds have a dormancy level similar to that of the single *abi5* mutant. (H) ABA sensitivity of *prt6abi5* with or without cPTIO, showing reduced ABA sensitivity relative to single *prt6* mutant. Error bars denote SE. See also Figure S5.

**Figure 5:**
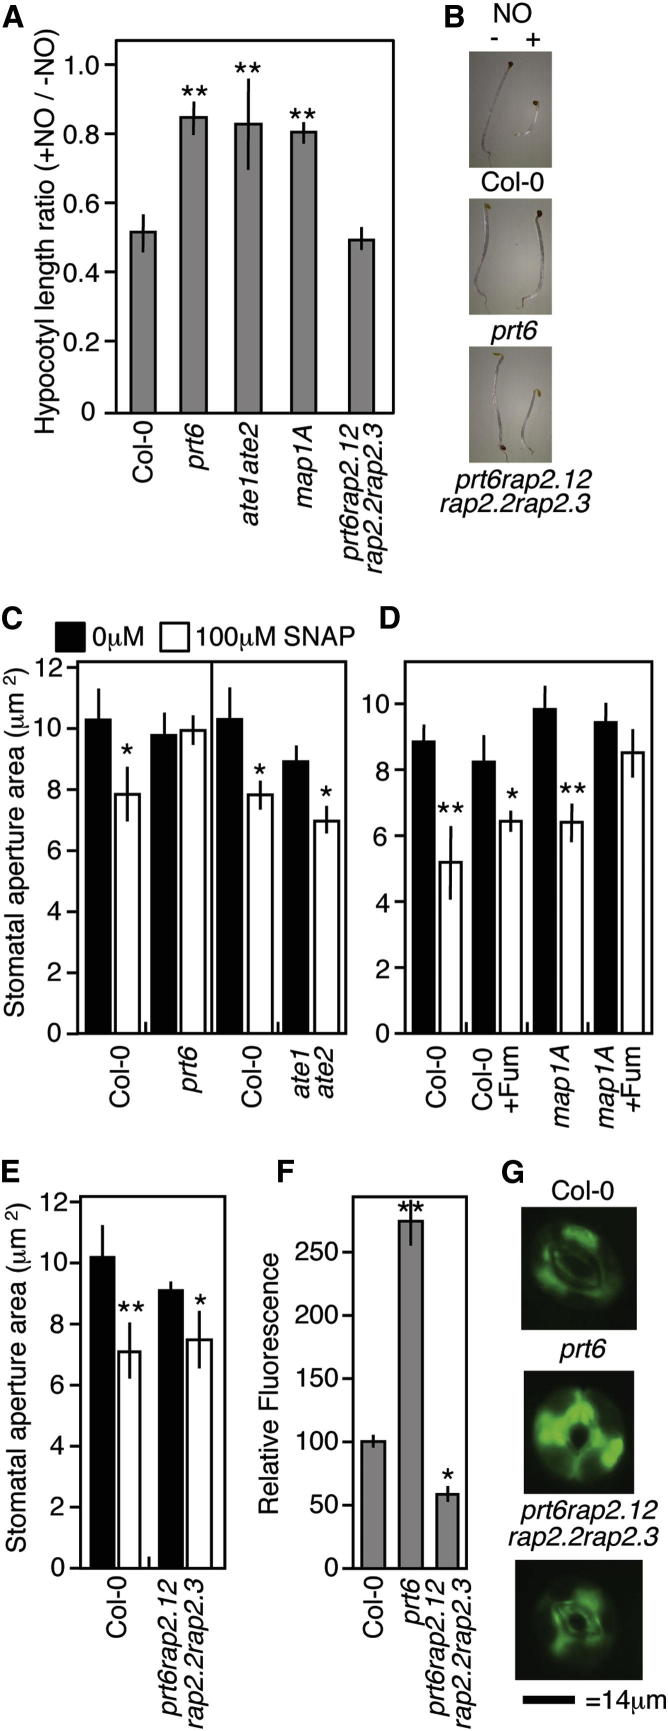
Nitric Oxide Sensing through the N-End Rule Pathway Regulates Diverse Plant Processes (A) Etiolated hypocotyl elongation response to NO gas for WT (Col-0) and N-end rule mutants, presented as hypocotyl length ratio (+NO/−NO). N-end rule and *map1* mutants are insensitive to NO-induced hypocotyl growth inhibition relative to WT, but insensitivity is removed in *prt6rap2.12rap2.2rap2.3*. (B) Pictures of etiolated hypocotyls grown in the presence (+) or absence (−) of NO gas. (C–E) Stomatal apertures following incubation with SNAP of WT, *prt6*, and *ate1ate2* (C); WT and *map1A* in the presence of fumagillin (D); and WT and *prt6rap2.12rap2.2rap2.3* (E). The stomata of *prt6* and plants lacking MAP activity do not close in response to SNAP, but responsiveness is restored in the *prt6rap2.12rap2.2rap2.3* mutant. (F) NO accumulation in stomata measured using DAF-2 fluorescein, showing significantly increased levels in *prt6* and reduced levels in *prt6rap2.12rap2.2rap2.3* relative to WT. (G) Images of fluorescence of representative stomata are shown. Error bars denote SE. ^∗^p < 0.05, ^∗∗^p < 0.01. See also Figures S3 and S4.

**Figure 6:**
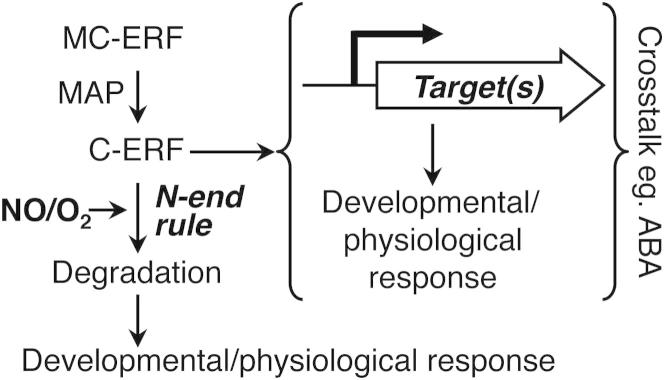
Model Describing NO Sensing and Response through the N-End Rule Pathway via Group VII ERF Transcription Factors Group VII ERFs are denoted as MC-ERF and C-ERF; MAP, methionine aminopeptidase; ABA, abscisic acid; Target denotes gene targets for ERF activation.

## Accession Numbers

The microarray data reported in this paper have been deposited in the Gene Expression Omnibus database under accession numbers GSE29941 and GSE41958.

## Supplemental Information

Document S1. Figures S1–S5 and Table S2

Table S1. Comparisons of Gene Expression in WT, Mutant, and Transgenic Lines

# Supplementary material for: Nitric Oxide Sensing in Plants Is Mediated by Proteolytic Control of Group VII ERF Transcription Factors
**Source:** Mol Cell. 2014 Feb 6;53(3):369–79. doi: 10.1016/j.molcel.2013.12.020
**Supplement:** Document S1. Figures S1–S5 and Table S2

Molecular Cell, Volume 53

Supplemental Information

Nitric Oxide Sensing in Plants Is Mediated by Proteolytic Control of Group VII ERF Transcription Factors

Daniel J. Gibbs, Nurulhikma Md Isa, Mahsa Movahedi, Jorge Lozano-Juste, Guillermina M. Mendiando, Sophie Berckhan, Nora Marín-de la Rosa, Jorge Vicente Conde, Cristina Sousa Correia, Simon P. Pearce, George W. Bassel, Bulut Hamali, Prabhavathi Talloji, Daniel F. A. Tomé, Alberto Coego, Jim Beynon, David Alabadí, Andreas Bachmair, José León, Julie E. Gray, Frederica L. Theodoulou, and Michael J. Holdsworth

Figure S1. Diagrammatic representations of artificial N-end rule substrates of the Nt Cys class used in this study, Related to Figure 1.

A. MC/MA-GUS in Arabidopsis:

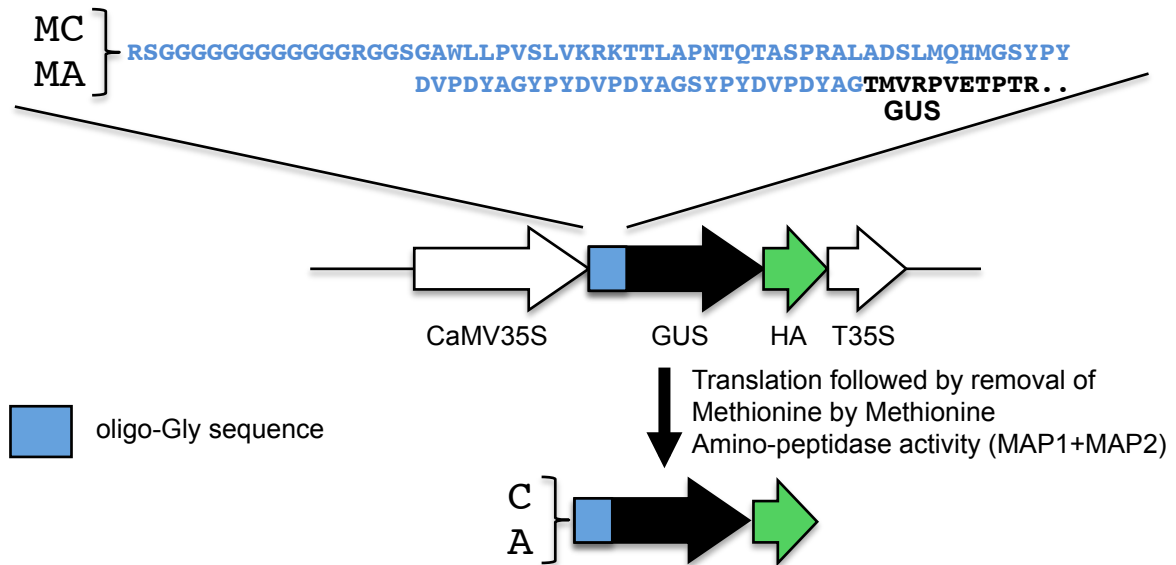

B. MC/MA GGAIL-GUS in barley:

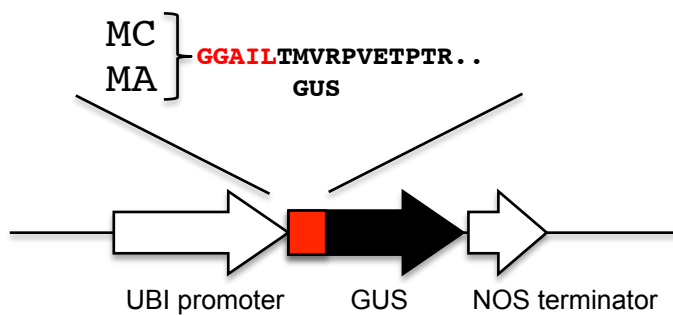

C. GUS RNA expression in transgenic barley assayed by rtPCR:

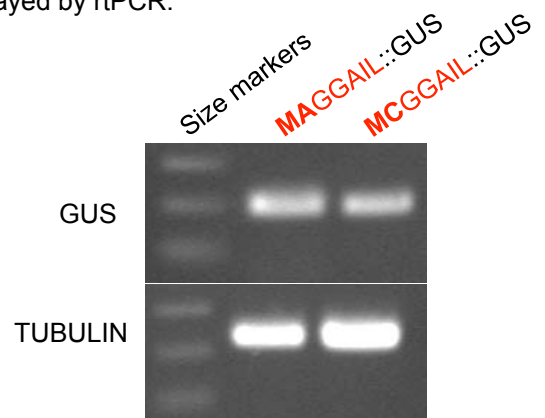

D. UBI-C- or UBI-M-GUS in Arabidopsis:

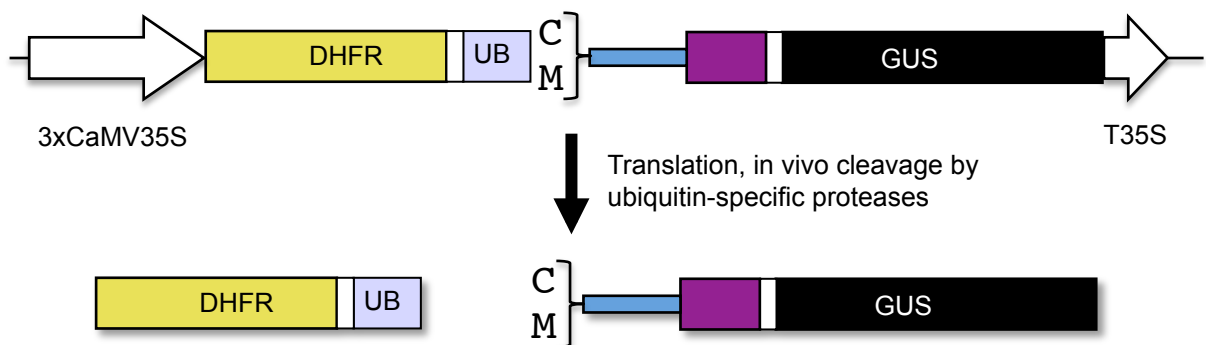

dihydrofolate reductase from mouse
 hemagglutinin (HA) tag
 ubiquitin with K48R mutation

C } First residue after cleavage,
 M } Cysteine (UBI-C-GUS) or
 Methionine (UBI-M-GUS)
 oligo-Gly sequence
E. coli lac I section
E. coli beta-glucuronidase (GUS)

Figure S2. Stability of artificial and natural Nt Cys substrates *in vivo*, Related to Figures 1 and 2.

A. Stability of MC- and MA-GUS in the presence of cPTIO and the alternative NO donor SNP in Col-0 (WT) and N-end rule pathway mutants.

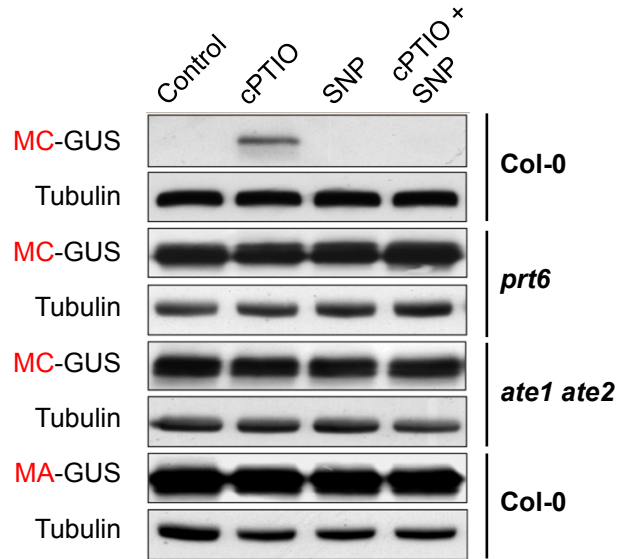

B. RNA levels in seedlings treated with cPTIO and/or SNAP

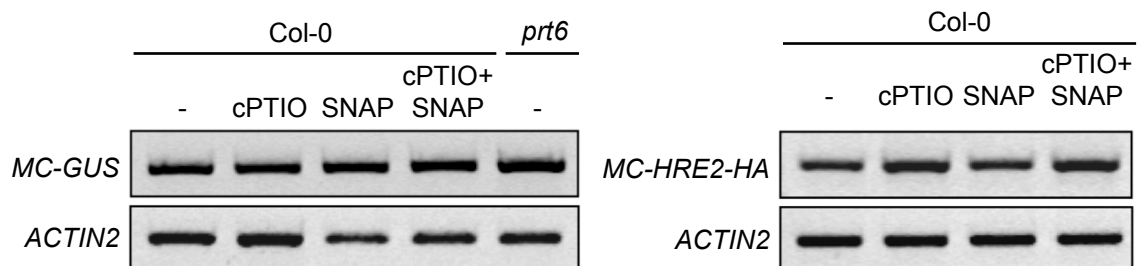

C. Stability of MC- and MA-HRE2-HA and MA-RAP2.3-HA in the presence of cPTIO and the NO donors SNP and SNAP in Col-0 (WT) and *prt6*.

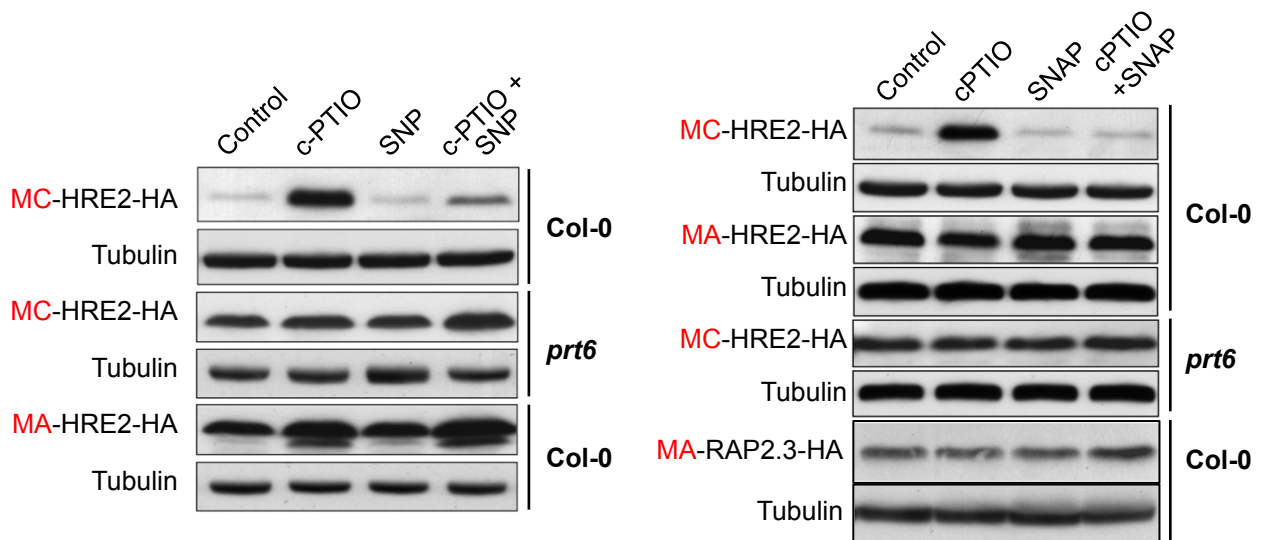

Figure S3. Behaviour of N-end rule pathway mutants in the presence of SNP,
Related to Figures 3 and 5.
 Error bars denote s.e.

A. Germination after 7 days of Col-0 and mutant combinations in the presence or absence of SNP, or pre-chilling of imbibed seeds (a treatment that removes dormancy). Fum = fumagillin.
B. Pictures of seeds after 7 days imbibition.

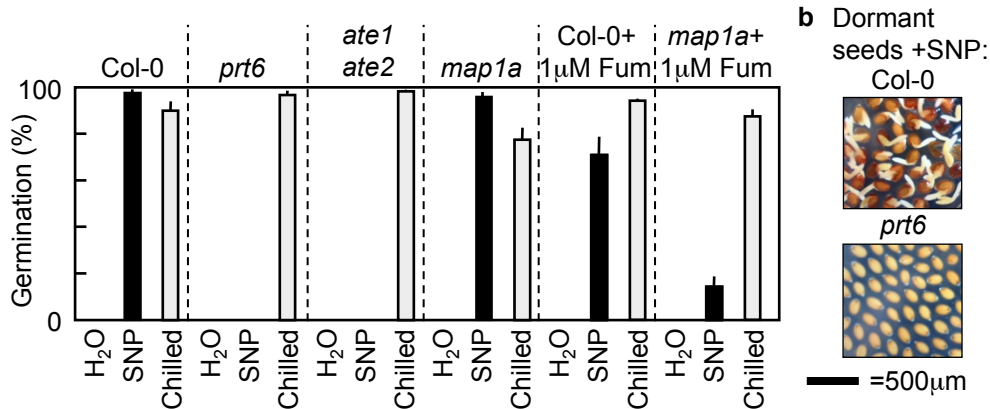

C. Response of Col-0 and *prt6* to SNP. Error bars denote s.e.
 *P<0.05. **P<0.01

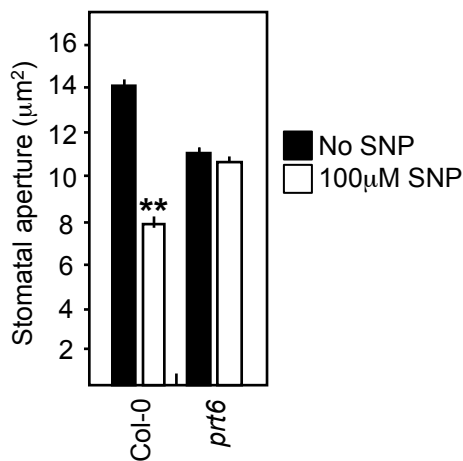

Figure S4. Behaviour of *prt6(ert)* combination mutants showing redundancy of function in NO-regulated processes, Related to Figures 3 and 5.
Error bars denote s.e.

A. Group VII RAPs act redundantly to control seed germination ABA sensitivity.

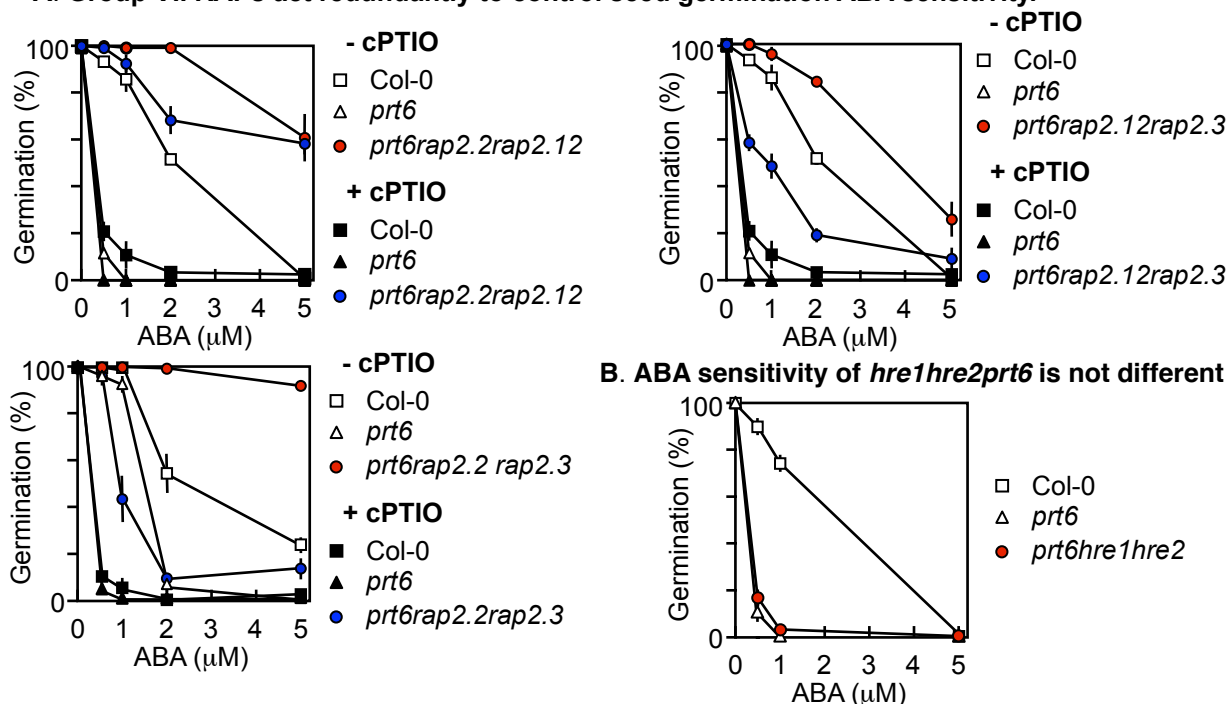

C. Response of *prt6(ert)* combination mutant hypocotyls to NO. * $P < 0.05$. ** $P < 0.01$

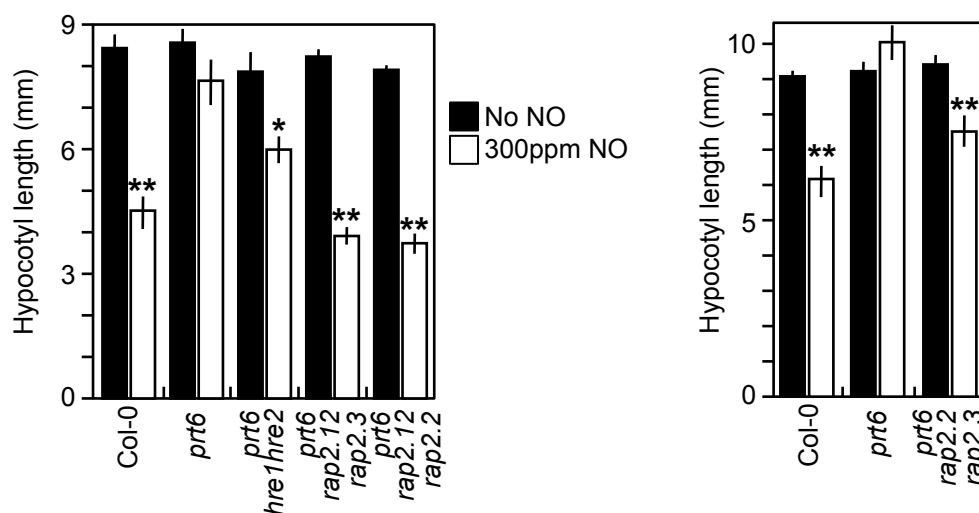

D. Response of *prt6(ert)* combination mutant stomata to SNAP. * $P < 0.05$. ** $P < 0.01$

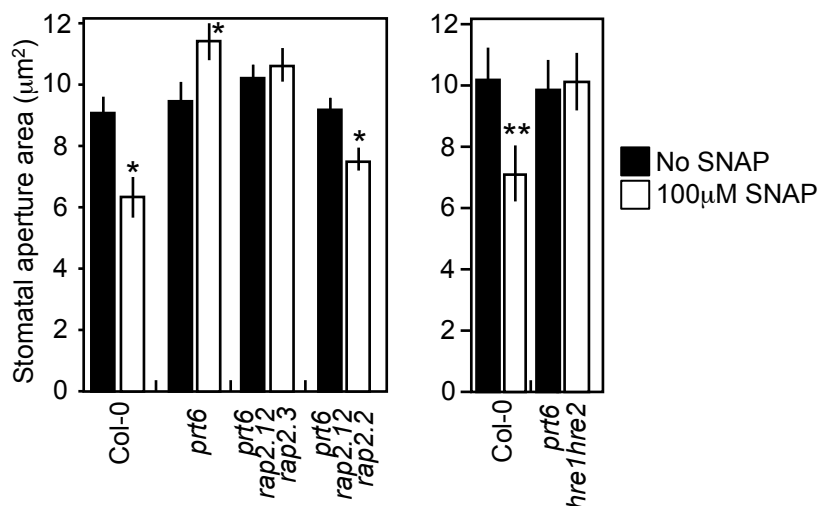

Figure S5. Expression of GUS reporter gene driven by promoters of key genes for ABA sensing in the seed (*ABI3*, *ABI4* and *ABI5*) , Related to Figure 4.

After imbibition of whole seeds, isolated endosperms were stained to reveal GUS activity and bleached to remove testa flavonoid pigmentation.

A. expression of transgenes in endosperms of after-ripened seeds imbibed for increasing times.

GUS assayed from: *promABI3:GUS*, *promABI4:GUS*, *promABI5:GUS* (*promABI5-P1*).

B. Expression of *promABI5:GUS* (*promABI5-P1*) in endosperms of after-ripened seeds imbibed for 24 hours, of WT (Col-0) and *map1A* in the presence or absence of Fumagillin (Fum, that inhibits MAP2 activity).

C. Expression of the short *promABI5:GUS*-P2 construct in endosperms of after-ripened *prt6* seeds imbibed for 24 hours, showing the influence of mutating either or both EBP boxes.

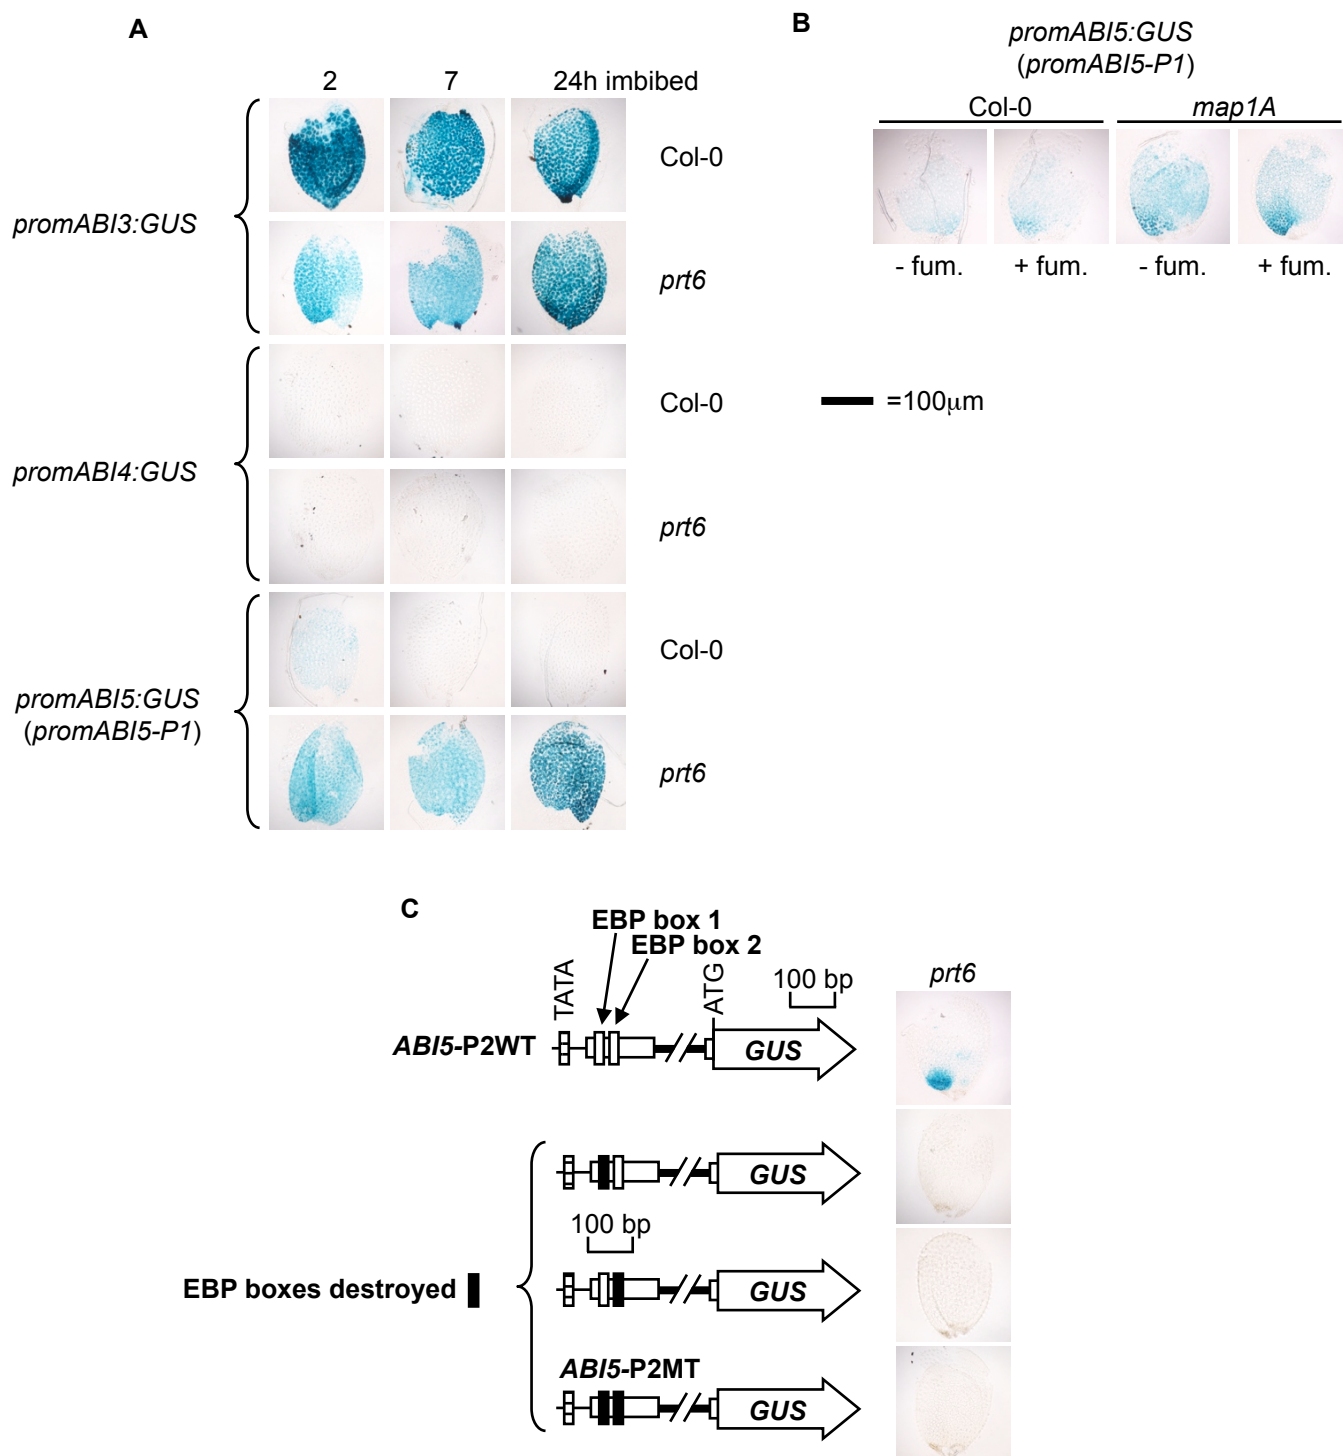

Table S2: List of oligonucleotides used in this study

Primer name	Sequence
**Primers for cloning**	
RAP2.2 MC Fwd	AAAGGATCCATGTGTGGAGGAGCTATAATC
RAP2.2 MA Fwd	AAAGGATCCATGGCTGGAGGAGCTATAATC
RAP2.2 Rvs	AAATCTAGATCAAAAGTCTCCTTCCAGCAT
RAP2.3 MC Fwd	AAAGGATCCATGTGTGGCGGTGCTATTATT
RAP2.3 MA Fwd	AAAGGATCCATGGCTGGCGGTGCTATTATT
RAP2.3 Rvs	AAATCTAGATTACTCATACGACGCAATGAC
RAP2.12 MC Fwd	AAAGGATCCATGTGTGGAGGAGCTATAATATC
RAP2.12 MA Fwd	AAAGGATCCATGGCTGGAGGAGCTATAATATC
RAP2.12 Rvs	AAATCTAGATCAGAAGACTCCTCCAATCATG
MC-GUS Fwd	GGGGACAAGTTTGTACAAAAAAGCA<br>GGCTATGTGTAGATCTGGTGGTGG
MA-GUS Fwd	GGGGACAAGTTTGTACAAAAAAGCA<br>GGCTATGGCTAGATCTGGTGGTGG
MX-GUS Rvs	GGGGACCACTTTGTACAAGAAAGCT<br>GGGTTCATTGTTTGCCTCC
MC-GUS invitro Fwd	AAAAGAATTCATGTGTAGATCTGGTGGTGG
MA-GUS invitro Fwd	AAAAGAATTCATGGCTAGATCTGGTGGTGG
MX-GUS rvs	AAAATCTAGATCATTGTTTGCCTCC
Barley MC GUS Fwd	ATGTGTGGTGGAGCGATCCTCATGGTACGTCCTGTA
Barley MA GUS Fwd	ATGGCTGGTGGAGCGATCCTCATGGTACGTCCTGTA
Barley Rvs	TAGAGTCGAGTGGCCACCAT
pABI5 P1 Fwd	TGGCTATTAGAAACACTTGA
pABI5 P2 Fwd	CGCCTCTCTTCTTAGACCCC
pABI5 rvs	TTAACAACATGCATCATATACAC
pABI5 EBP1mut Fwd	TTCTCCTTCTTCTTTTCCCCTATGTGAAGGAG
pABI5 EBP1mut Rvs	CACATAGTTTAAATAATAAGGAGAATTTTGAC
pABI5 EBP2mut Fwd	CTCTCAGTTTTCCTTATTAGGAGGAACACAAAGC
pABI5 EBP1mut Rvs	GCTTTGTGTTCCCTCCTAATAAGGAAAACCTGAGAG
**Primers for genotyping**	
rap2.2 (SAIL) fwd	ATGACAACATTGGGATGCAAC
rap2.2 (SAIL) rvs	TTTCTTGGCATATGCTGAACC
rap2.3 (SAIL) fwd	ATGTGTGGCGGTGCTATTATT
rap2.3 (SAIL) rvs	TTACTCATACGACGCAATGAC
rap2.12 (GABI) fwd	CTCAGCTGTCTTGAACGTTCC
rap2.12 (GABI) rvs	TGGCTACTCCTGAATGCAAAC
hre1 (SALK) Fwd	AATTATTCCTCGCGATATACCG
hre1 (SALK) rvs	ATTGAGCTTAGCTTTGGCTCC
hre2 (SALK) fwd	AAGAAAGCGTTATGGTTCAAATG
hre2 (SALK) rvs	CGACGGTGTTTAGTGTGTTTG
prt6-1 (SAIL) fwd (ubrdn)	TCCCTCTGCCATGACCCAGATTC
prt6-1 (SAIL) rvs (ubrup)	CAATGCAAATCTGCGCACAGAGACT
prt6-1 BP (Garlic LB1	GGGCTACACTGAATTGGTAGCTC
prt6-5 (SALK) fwd	AAAATTGATCCTTTCCATGCC
prt6-5 (SALK) rvs	CAACATAAGAATCTGCGGGAG
ate1-2 Fwd	CGTTTTGCTTGTTGAGTACATCCTCT
ate1-2 Rvs	GGGTCTGACTCAATATGAGAGTCCT
ate2-1 Fwd	TTCTCACGGTTTCGTTGCATTGCCTTT
ate2-1 Rvs	CGGCCCCAACAACCTTTCCTGTAAC
nia1 CAPS Fwd	TACGACGACTCCTCAAGCGAC
nia1 CAPS Rvs	GGCTATAGATCCCGCATCGAC
nia2 Fwd	ACGGCGTGGTTTCGTTCTTACA
nia2 Rvs	ACCTTCTTCGTCGGCGAGTTC

Table S2 continued: List of oligonucleotides used in this study

**Primers for RT-PCR**	
MC-GUS fwd	ATGTGTAGATCTGGTGGTGG
MA-GUS fwd	ATGGCTAGATCTGGTGGTGG
MX-GUS Rvs	TGGGTTCAATTGTTTGCCTCC
MC-HRE2 fwd	AAAGGATCCATGTGTGGGGGAGCTATCAT
MA-HRE2 fwd	AAAGGATCCATGGCTGGGGGAGCTATCAT
MX-HRE2-3xHA Rvs	AGAGTACTGCTAGCGGCTTA
Actin2 Fwd	ATGGCTGAGGCTGATGATATTC
Actin2 Rvs	AGAAACATTTTCTGTGAACGATTC
**Primers for ChIP**	
UBC30 Fwd	CAAATCCAAAACCCTAGAAACCGAA
UBC30 Rev	AACGACGAAGATCAAGAACTGGGAA
ABI5 Fwd	ATTCTCCGGCGGCTTTTA
ABI5 Rev	CGGTGGCTTTGTGTTCT
CNX5 Fwd	TGACATCGTCTTCTTTGCTGCTTCT
CNX5 Rev	TGCCTTCTTGAGCTTTAACTCTTCC

How the deposited data were processed for this re-analysis (not part of the article)

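Gene expression was measured in seedlings of Col-0, nia1nia2, noa1-2 and nia1nia2noa1-2 on 12 Affymetrix ATH1 arrays, 3 per genotype. The labels and Table S1 describe the arrays of a genotype as biological replicates. The methods state that the authors background corrected and normalized the raw files by RMA in R with the affy package and a custom chip definition file, and the sample labels name limma without a version. The values the authors deposited are intensities on a linear scale, and every log2 of them is a number with 2 decimals. The planned design had assumed values on the log2 scale, so log2 of the deposited intensity was taken and the planned test was used unchanged. The deposited values carry Affymetrix probe-set names, so the definition file behind them is not given in the sources used here. Background correction and summarisation are already in the values and could not be repeated.

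A table of probe-set genes from the array's annotation was used to name probe sets. Of 22810 probe sets, 64 were controls, 13513 were listed with 1 gene, 503 with several and 8730 with none. Of those with 1 gene, 13436 matched the RefSeq gene table of the TAIR10.1 assembly, which was used for symbols only. Probe sets with several genes or none were left out of the named results, so many well-known genes are absent from them. Where several probe sets paired with the same gene alone (147 genes), the probe set with the highest mean over all arrays stood for it. No array column was left unused.

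The 13355 genes were filtered to the 7034 with a mean log2 intensity of at least 6 in at least 1 genotype, the study's own floor, which it describes as the transition between noise and signal. A tested gene can lie under 6 in a genotype, and its difference is then one between measured signals whose size is not exact. All 12 arrays entered 1 fit in limma 3.58.1 (lmFit and eBayes, R 4.3.3) with 8 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over all genes tested, with 0.05 as the threshold. The comparisons were each mutant against Col-0, each pair of mutants, and the departure of nia1nia2noa1-2 from the sum of the changes in nia1nia2 and noa1-2. Overlaps of genes raised at least 2-fold were tested by a one-sided hypergeometric test over the genes tested. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over lists and mutants, where at least 3 members were tested. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

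The filter, the tests, the rule for named genes, the alternatives and 32 gene lists were fixed before the data were examined, when about 60 rows of the nia1nia2noa1-2 sheet of Table S1 had been seen. A further 14 gene families, defined by their symbols, were added after the probe table was seen and before any genotype comparison was made. A nuclear gene that the symbols had drawn into the family of mitochondrial genes was taken out after values had been seen. The rule named the genes of Table S1 common to prt6, hypoxia and nia1nia2noa1-2, the genes the paper names, the 10 largest rises and the 10 largest falls in each mutant among called genes whose 3 mutant arrays all lay on one side of the 3 Col-0 arrays, up to 4 called members of each list and mutant, and the 5 largest changes in each direction of each difference between mutants and of the departure from additivity. Without any change, 10% of genes would have 3 arrays on one side of the other 3 in either direction. Values of Table S1 had been seen in part, and a gene outside the rule is marked where it is named.

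The alternatives were no filter on dim genes, a mean of at least 6 in either genotype compared, a mean of at least 7, the methods' t-test with and without Benjamini-Hochberg adjustment, limma on the 6 arrays compared, median centring, quantile normalization re-applied, the replicate number as a block, eBayes with a trend, the mean over all probe sets of a gene, a 2-fold minimum, no fold minimum for overlaps, and each array left out in turn. Analyses over all probe sets other than controls, with limma and with the methods' t-test, were added after seeing the data. That added t-test kept the paper's floor, a mean of at least 6 in either genotype compared, while the planned one used the filter over all genotypes. Before averaging, the replicates were compared in pairs. Between 1.32% and 3.98% of probe sets had equal log2 values to 2 decimals in a pair of replicates, so no array was a copy of another.

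The procedure was tested on simulated data made from the nia1nia2noa1-2 and Col-0 comparison, with 7034 genes and 200 changed genes in each of 5 runs. It found 56.1% of genes changed 1.5-fold, 95.2% of those changed 2-fold and 99.7% of those changed 4-fold, and 5.43% of its calls were false. Only that comparison was simulated, so these rates do not cover comparisons with nia1nia2, whose arrays spread more widely. A list shifted by 0.50 on the log2 scale was found in 5 of 5 runs and an unshifted list in 0. Other splits of the arrays were counted over 100 draws or, for 3 arrays against 3, over all 10 splits. The median log2 fold change of all genes was -0.03 in nia1nia2noa1-2, -0.10 in nia1nia2 and -0.03 in noa1-2.

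Table S1 was read as far as the copy used here goes, which was 896 of the 4474 rows of its nia1nia2noa1-2 sheet, and no set test was run on that sheet. The arrays of prt6, ate1ate2 and hypoxia were not analysed here, so the overlaps with them could not be computed.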

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

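The tests of replicate 4 and of other splits of the arrays were chosen after the results were seen, as were the genes and lists singled out here. The differences below were each flagged because a test of the difference between mutants passed. In all, 1066 genes differed between nia1nia2noa1-2 and nia1nia2, 1306 between nia1nia2noa1-2 and noa1-2 and 3027 between nia1nia2 and noa1-2, and 244 genes departed from the sum of the changes in nia1nia2 and noa1-2 (limma, adjusted p under 0.05). The first of these counts is not robust, since limma on the 6 arrays compared called 60 genes higher and 40 lower in nia1nia2noa1-2, the methods' t-test with Benjamini-Hochberg adjustment called 1, and its majority of higher genes (701 against 365) turned to a majority of lower genes (390 against 607) when each array was centred on its median. The count of 244 is not robust either, since leaving out 1 array at a time gave 49 to 600 genes above the sum and 26 to 239 below it. The genes lower in nia1nia2noa1-2 than in noa1-2 ranged from 347 to 991 in the same way. With 3 arrays against 3, the 10 possible splits cannot give a share under 0.05. The highest count from any other split was 0, beside 1066, 1306 and 3027, beside 1542, 3022 and 639 genes changed against Col-0 in nia1nia2noa1-2, nia1nia2 and noa1-2, beside 4, 4 and 1 hypoxia response genes raised, and beside 6, 5 and 2 genes of Table S1 raised. For the 244 genes, 1 of 100 splits, the real one, gave as many, and the highest other gave 2; for the 158 genes raised in both nia1nia2noa1-2 and nia1nia2, 1 of 100 did, with a highest other of 0; for the 20 genes of nia1nia2noa1-2 and noa1-2, 2 of 100 did, with a highest other of 67; and for the 11 genes of nia1nia2 and noa1-2, 5 of 100 did, with a highest other of 256. Splits that share several times the real number of genes point to a structure of the samples. Real differences remain in splits that move arrays among genotypes, where they can add to the counts or to the spread within groups. None of these 4 results is therefore read as a test of chance. The counts of 0 from splits of 3 against 3 are not read as one either, because each such split mixes 2 genotypes in both groups.

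QQS, an orphan gene of starch metabolism, was higher in nia1nia2noa1-2 than in nia1nia2 by 3.55 (log2, standard error 0.24, adjusted p = 1.2e-05 from limma), with a change against Col-0 of 2.11 in nia1nia2noa1-2 and -1.44 in nia1nia2. AT3G22240 was higher in nia1nia2 than in noa1-2 by 3.20, with changes of 1.21 and -1.99. SWEET13, a sucrose transporter, was higher in nia1nia2 than in noa1-2 by 2.92, with changes of 1.14 and -1.78. The glutaredoxin gene AT4G15690 differed by -2.91 in the same comparison, with changes of -1.43 and 1.47. QQS in nia1nia2, SWEET13 in noa1-2 and AT4G15690 in Col-0 and nia1nia2 lay under 6, so the size of these differences is not exact. The plant defensin gene PDF1.2b, under 6 in nia1nia2noa1-2, differed between nia1nia2noa1-2 and noa1-2 by -2.76, with a fall of 1.56 against Col-0 in nia1nia2noa1-2 and a rise in noa1-2 (log2 means of 7.01 in Col-0 and 8.21 in noa1-2). Opposite calls against Col-0 were made for 112 genes in nia1nia2 and noa1-2, for 23 in nia1nia2noa1-2 and noa1-2 and for 3 in nia1nia2noa1-2 and nia1nia2.

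A group of lists was flagged because genes outside those the paper discusses differed from Col-0. Their median log2 fold changes were 2.49 for mitochondrial stress genes and 1.98 for flavonoid genes in nia1nia2noa1-2, 0.25 for UDP-glucosyltransferases in nia1nia2, -1.06 for iron deficiency genes in noa1-2 and 0.91 for plastid-encoded gene expression genes in noa1-2. The mitochondrial stress list had 7 of its 15 members, and the flavonoid list 1 of 15, among the values of Table S1 seen when they were written, so their medians in nia1nia2noa1-2 are not independent evidence. With an estimated correlation, no list passed the test in any mutant, with adjusted p of 0.16, 0.439, 0.563, 0.117 and 0.117 for these 5.

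The rise of plastid-encoded gene expression genes in noa1-2 (12 of 18 called, beside 3 in nia1nia2, which carries no noa1 mutation, and 7 in nia1nia2noa1-2) was weighed against 2 technical explanations. A scaling of the arrays is excluded as the whole cause, since the median was 0.90 with quantile normalization re-applied and 0.96 with each array centred on its median. A larger share of plastid RNA in the labelled samples is excluded as the whole cause only if it raised all plastid transcripts by the same factor. The log2 fold changes of 28 plastid genes at mean levels between 8 and 12 had an SD of 0.52, 2.57 times their median standard error of 0.20. A difference in plastid RNA or its labelling that acts unequally on the transcripts was not tested and stays open. In nia1nia2noa1-2, which also carries noa1-2, the list was lower than in noa1-2, with a median difference of -0.51 (camera, adjusted p = 0.00105). It lay below the sum of the changes, with a median of -0.625 (camera, adjusted p = 6.87e-07). With an estimated correlation the adjusted p was 0.441 for each. The plastid location of the NOA1 protein is a candidate biological explanation, as a hypothesis found and examined on the same arrays, and the adjusted p of 0.117 with an estimated correlation leaves open whether the genes vary together for another reason. No test here decides it, and plastid transcripts in noa1-2 seedlings given NOA1 with and without its plastid targeting sequence would.

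The wider spread among the nia1nia2 arrays was weighed against 3 explanations. Scaling is excluded as the whole cause, as the median SD of a gene in nia1nia2 was 2.13 times the highest of the other genotypes with quantile normalization re-applied, and 2.22 times without it. Replicate 4 alone is excluded as the whole cause, as the SD of the difference between replicates 2 and 3 was still 1.31 times the highest of any pair in the other genotypes. Seedlings affected to different degrees may explain part of it. The deviation of replicate 3 from the nia1nia2 mean shared 0.24 of its variance with the change in nia1nia2noa1-2, with a correlation across genes of -0.49. That of replicate 4 shared 0.175, with a correlation of 0.42, and that of replicate 2 shared 0.00016. The deviations of a gene cancel over the 3 arrays, so these values are not independent of each other. The largest, 0.24, lies between the bounds set for and against that explanation, so the explanation stays open.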

How the results depend on the processing

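The analyses over all probe sets were chosen after the data were seen; the others were planned. Of 297 values under alternatives other than leaving out an array, 204 kept their direction, their side of the threshold or a count within 1.5 times the one reported and 93 did not. Of 276 values with an array left out, 196 were kept. The 20 largest changes of nia1nia2noa1-2 and of nia1nia2 kept their call under both scalings, with the replicate block, with the mean over probe sets and without any array; in noa1-2, 18 to 20 of 20 did. The cause was not tested for any of the changes below, except that a fold minimum can only lower a count and more probe sets are tested in the added analyses.

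Counts are given as raised and lowered in nia1nia2noa1-2, nia1nia2 and noa1-2. With the methods' t-test unadjusted, they were 1310 and 1449 in nia1nia2noa1-2 and 1076 and 1109 in noa1-2, the differences from nia1nia2noa1-2 to noa1-2 were 1256 higher and 1322 lower, and 3 hypoxia response genes were raised in noa1-2. After Benjamini-Hochberg adjustment of that test, they were 370 and 527 in nia1nia2 and 215 and 146 in noa1-2, 1 gene was higher and 0 lower in nia1nia2noa1-2 than in nia1nia2, 492 were higher and 670 lower in nia1nia2 than in noa1-2, the overlaps with nia1nia2 were 90 for nia1nia2noa1-2 and 5 for noa1-2, the Table S1 genes raised were 3, 3 and 0, and 0 hypoxia response genes were raised in noa1-2. With limma on the 6 arrays compared, they were 1227 and 1312 in nia1nia2noa1-2, 1241 lowered in nia1nia2 and 834 and 809 in noa1-2, nia1nia2noa1-2 had 60 higher and 40 lower genes than nia1nia2 and 1082 higher and 1164 lower than noa1-2, and 7 and 3 hypoxia response genes were raised in nia1nia2noa1-2 and noa1-2.

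With each array centred on its median, nia1nia2noa1-2 had 390 higher and 607 lower genes than nia1nia2, 287 genes lay below additivity and 7 hypoxia response genes were raised in nia1nia2. With quantile normalization re-applied, 141 lay below additivity. With a mean of at least 7, 2 hypoxia response genes were raised in nia1nia2noa1-2. Without a filter, the overlap of nia1nia2 and noa1-2 was 7, and 1 gene of Table S1 and 0 hypoxia response genes were raised in noa1-2. With a 2-fold minimum, the counts were 200 and 149, 334 and 323, and 57 and 61; the differences were 35 higher and 67 lower in nia1nia2noa1-2 than in nia1nia2, 221 and 89 than in noa1-2, and 400 and 391 in nia1nia2 than in noa1-2; 64 genes lay above and 41 below additivity; 3 genes of Table S1 were raised in nia1nia2noa1-2 and 3 in nia1nia2, and 2 and 0 hypoxia response genes in nia1nia2noa1-2 and noa1-2. Without a fold minimum, the overlaps were 564, 135 and 83. Over all probe sets with limma, the counts were 1565 and 1558, 2276 and 3617, and 688 and 587; the differences were 1379 and 709, 1372 and 1247, and 2475 and 3417; 429 lay above and 178 below additivity; the overlaps were 372 and, for nia1nia2 and noa1-2, 17. Over all probe sets with the methods' t-test, the counts were 2491 and 2778, 1853 and 2925, and 1954 and 2119, and the overlap of nia1nia2noa1-2 and nia1nia2 was 343.

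Taken over all genotypes, the replicate numbers did not pair the arrays. Of 15 correlations between same-numbered arrays of different genotypes, 4 were over 0.1 (range -0.11 to 0.28), and an array correlated best with its own number in 12 of 30 checks. Between nia1nia2noa1-2 and noa1-2, however, same-numbered arrays correlated at 0.11, 0.21 and 0.09, and every other pair at 0.0002 or less. Pairing by number between these mutants is thus not excluded. With the number as a block, 1135 genes were raised and 1193 lowered in nia1nia2noa1-2 and 651 and 548 in noa1-2, 1172 were higher in nia1nia2noa1-2 than in nia1nia2 and 1000 lower than in noa1-2, and 437 lay above and 189 below additivity. Number 4 occurs in nia1nia2 alone, so its block term takes that array out of the comparison, and the counts without nia1nia2 replicate 4 (1143 and 1194 in nia1nia2noa1-2, 674 and 542 in noa1-2) are close to these, so the change cannot be credited to the block.

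Without 1 array at a time, the genes raised ranged from 435 to 1143 in nia1nia2noa1-2, from 916 to 1308 in nia1nia2 and from 164 to 674 in noa1-2, and the genes lowered from 408 to 1194, from 1446 to 2139 and from 104 to 542. The highest of these for nia1nia2noa1-2 and noa1-2 were without nia1nia2 replicate 4; leaving out Col-0 replicate 1 or nia1nia2noa1-2 replicates 1 or 2 lowered both counts of nia1nia2noa1-2 by over 1.5 times, Col-0 replicate 3 its lowered count, and any array of Col-0 or noa1-2 those of noa1-2. The genes higher in nia1nia2noa1-2 than in nia1nia2 ranged from 297 to 1336 and the lower ones from 179 to 567, moved by nia1nia2 replicate 4 and by each nia1nia2noa1-2 array. Against noa1-2 they ranged from 417 to 957 and from 347 to 991, moved by nia1nia2noa1-2 replicate 1 and noa1-2 replicate 2, and for the lower ones also by nia1nia2 replicate 4, nia1nia2noa1-2 replicate 2 and noa1-2 replicate 1. Between nia1nia2 and noa1-2 they ranged from 945 to 1364 and from 1443 to 2141. Genes above additivity ranged from 49 to 600 and those below from 26 to 239, moved by any array except nia1nia2 replicate 2 and nia1nia2noa1-2 replicate 2 for those above, and except Col-0 replicate 1 and nia1nia2noa1-2 replicate 2 for those below. The overlaps ranged from 133 to 181, from 14 to 21 and, for nia1nia2 and noa1-2, from 5 to 13, the last moved by Col-0 replicates 1 and 2 and each noa1-2 array. The Table S1 genes raised ranged from 4 to 6, stayed at 5 and ranged from 1 to 2, moved in noa1-2 by each Col-0 and noa1-2 array and nia1nia2noa1-2 replicates 1 and 2. The hypoxia response genes raised ranged from 3 to 6, from 3 to 6 and from 0 to 1, the last moved by every array except those of nia1nia2. Per array, 53.2% to 55.5% of probe sets lay at a log2 intensity of 6 or more.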

Differences from the paper's values

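The paper's count of genes changed in nia1nia2noa1-2, the number of rows of that sheet of Table S1, is 4474, beside 1542 here; the paper's threshold is an unadjusted p under 0.05 by t-test over the genes of its custom chip definition file, and the one here an adjusted p under 0.05 from limma over the genes named here. None of the alternatives set before the data were examined came within 1.5 times of it, the methods' t-test included. Over all probe sets, 3123 were called with limma and 5269 with the methods' t-test, both within 1.5 times and both chosen after seeing the values. For noa1-2 the paper's count is 3090, beside 639 here; the methods' t-test gave 2185, within 1.5 times, and no other alternative set before the data were examined did, while the same test over all probe sets, chosen after seeing the values, gave 4073. The genes raised in nia1nia2noa1-2 add up to about 2200 in Fig. 2D, read by eye, beside 748 here; none of the alternatives set before the data were examined came within 1.5 times, and all probe sets gave 1565 with limma and 2491 with the methods' t-test, chosen after seeing the values. The paper's count for nia1nia2 is 3824, fewer than for nia1nia2noa1-2, while 3022 were called here, more than the 1542; the methods' t-test (2759 in nia1nia2noa1-2 against 2498 in nia1nia2), the same test after Benjamini-Hochberg adjustment (1357 against 897) and limma on the 6 arrays compared gave the paper's order. How many of the paper's own called genes these added settings drop was not computed.

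The paper's hypergeometric p for the genes raised in nia1nia2noa1-2 and nia1nia2 is printed as 0, which a rounded value would also give and which is then no difference, beside 1.46e-185 here, and no alternative set before the data were examined gave 0 except the one with no fold minimum, whose p is too small to be held as a number other than 0 and was counted as different, because no ratio to 0 can be formed. For nia1nia2noa1-2 and noa1-2 the paper's p is 2.89e-16, beside 2.22e-17 here; of the alternatives set before the data were examined, only leaving out nia1nia2noa1-2 replicate 3 came within 1.5 times (3.26e-16). For nia1nia2 and noa1-2 the paper's p is 0.000451, beside 6.06e-05 here; leaving out nia1nia2 replicate 3 (0.000496) and no filter on dim genes (0.000658) came within 1.5 times among the alternatives set before the data were examined, and the methods' t-test over all probe sets, chosen after seeing the values, gave 0.000382. The paper's lists came from its t-test with a 2-fold minimum over the genes of its chip definition file.

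In Table S1, of which 896 of 4474 rows could be read, the paper's log2 fold change in nia1nia2noa1-2 is 4.87 for AT3G25790, beside 4.66 here, 1.39 for AT3G22240, beside 0.35 here, and 1.09 for XTH19 (AT4G30290), beside 0.99 here. For AT3G25790 only leaving out Col-0 replicate 2 (4.74) or nia1nia2noa1-2 replicate 3 (4.75) brought the value within the larger SD of the 2 genotypes here, for AT3G22240 no alternative set before the data were examined did, and for XTH19 quantile normalization re-applied (1.01) and leaving out Col-0 replicate 1 (1.03) or nia1nia2noa1-2 replicate 3 (1.03) did. Of the 426 readable rows with a gene tested here, all 426 had a positive log2 fold change here as in the paper, 388 were raised at an adjusted p under 0.05 from limma, and 368 lay within the larger SD. Across these genes the correlation of the paper's log2 fold changes with those here was 0.981 and the median absolute difference 0.08. Both sets of values come from the same arrays, and these 426 rows hold only genes raised in the paper. They therefore do not cover the genes the paper found lowered.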

Other observations

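The departure of nia1nia2noa1-2 from the sum of the changes in nia1nia2 and noa1-2 was large for AT5G14650, a gene of the polygalacturonase family, at 3.83 above the sum (log2, standard error 0.53, adjusted p = 0.0057 from limma). It was lower in noa1-2 by -2.83 and at 0.30 in nia1nia2noa1-2. QQS lay 3.55 above the sum (standard error 0.35, adjusted p = 0.00041 from limma). AT1G29850 lay below the sum at -2.79 (standard error 0.35), AT1G65500 at -2.78 (standard error 0.44) and AT2G21640, raised to a similar level in every mutant, at -2.37 (standard error 0.23). Of the 244 genes, 173 lay above and 71 below, and the majority turned round when each array was centred on its median (116 above and 287 below), with 152 above and 141 below with quantile normalization re-applied. AT5G14650 in noa1-2, QQS in nia1nia2 and AT2G21640 in Col-0 lay under 6, so the size of their departures is not exact. Of 29 plastid-encoded photosynthesis genes, 5 were called below the sum and 24 did not pass (11 below when adjusted over the list alone), with a median of -0.51 (camera, adjusted p = 3.42e-09, or adjusted p = 0.441 with an estimated correlation). Plastid ribosomal protein genes of the nucleus differed between nia1nia2 and noa1-2, where all 7 tested were lower in nia1nia2, with a median difference of -0.86 (camera, adjusted p = 0.00105, or adjusted p = 0.441 with an estimated correlation).

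In nia1nia2, 3 cytochrome P450 genes were raised and 5 lowered of 10 tested (camera, adjusted p = 0.89), and 1 beta-glucosidase gene was raised and 6 were lowered of 10 tested (adjusted p = 0.286). The defensin gene PDF1.2 of the jasmonate list rose in noa1-2 from a Col-0 mean of 5.57 to 6.87, and its means in the other mutants lay under 6, as in Col-0, so no size of a fall is given. SAG29, a sucrose transporter gene of senescence, rose by 1.60 in nia1nia2noa1-2 and 1.39 in nia1nia2, and GSTU25, a tau glutathione transferase, by 1.08 and 1.67. AUR1 and PRL, the 2 of 17 listed cell division genes that were tested, were lower in nia1nia2, at -0.62 and -0.43. Among mitochondrion-encoded genes, 4 of 6 were higher in nia1nia2 (6 when adjusted over the list alone), with nad2 at 1.34 and ccb382 at 1.48, each from a Col-0 mean under 6 (camera, adjusted p = 0.0104, or adjusted p = 0.449 with an estimated correlation). Of 7 SWEET genes, 5 were higher in nia1nia2, SWEET4 at 1.86 among them, and 1 was lower (the same counts when adjusted over the list alone), and the family did not pass the test (camera, adjusted p = 0.0833). Of 13 trichome birefringence-like genes, 2 were raised and 5 lowered in nia1nia2, with a median of -0.25 (camera, adjusted p = 0.89), and TBL37, a raised member, was at 3.39 there and at 2.69 in nia1nia2noa1-2. In noa1-2, the flavonoid genes had 0 calls (2 lower when adjusted over the list alone), with a median of -0.74 (camera, adjusted p = 0.0479, or adjusted p = 0.563 with an estimated correlation). None of the 3 genes of the N-end rule pathway tested passed in any mutant. They do not include PRT6, ATE1 or ATE2. These, like ABI5, had no probe set paired with them alone in the table used here and were not tested. UBC30 is a control gene of the paper's chromatin immunoprecipitation and not of its expression measurements. It was at 0.62 in nia1nia2 and -0.47 in noa1-2, both called, and at 0.13 in nia1nia2noa1-2, where it was not.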
